# Balancing trade-offs between biotic and abiotic stress responses through leaf age-dependent variation in stress hormone cross-talk

**DOI:** 10.1073/pnas.1817233116

**Published:** 2019-01-23

**Authors:** Matthias L. Berens, Katarzyna W. Wolinska, Stijn Spaepen, Jörg Ziegler, Tatsuya Nobori, Aswin Nair, Verena Krüler, Thomas M. Winkelmüller, Yiming Wang, Akira Mine, Dieter Becker, Ruben Garrido-Oter, Paul Schulze-Lefert, Kenichi Tsuda

**Keywords:** combined stress, phytohormone, plant fitness, microbiota, stress trade-off

## Abstract

In nature, plants must respond to multiple stresses simultaneously, which likely demands cross-talk between stress-response pathways to minimize fitness costs. Here we provide genetic evidence that biotic and abiotic stress responses are differentially prioritized in *Arabidopsis thaliana* leaves of different ages to maintain growth and reproduction under combined biotic and abiotic stresses. Abiotic stresses, such as high salinity and drought, blunted immune responses in older rosette leaves through the phytohormone abscisic acid signaling, whereas this antagonistic effect was blocked in younger rosette leaves by *PBS3*, a signaling component of the defense phytohormone salicylic acid. Plants lacking *PBS3* exhibited enhanced abiotic stress tolerance at the cost of decreased fitness under combined biotic and abiotic stresses. Together with this role, *PBS3* is also indispensable for the establishment of salt stress- and leaf age-dependent phyllosphere bacterial communities. Collectively, our work reveals a mechanism that balances trade-offs upon conflicting stresses at the organism level and identifies a genetic intersection among plant immunity, leaf microbiota, and abiotic stress tolerance.

## Significance

Plants are exposed to conflicting stresses simultaneously in nature. As stress responses are costly, plants likely coordinate these responses to minimize fitness costs. The nature and extent to which plants employ inducible mechanisms to cope with combined physical and biological stresses remains unknown. We identify a genetic mechanism by which leaves of distinct ages differentially control stress-response cross-talk. At the organism level, this mechanism balances stress-response trade-offs to maintain plant growth and reproduction during combined stresses. We also show that this leaf age-dependent stress-response prioritization influences the establishment of plant-associated leaf bacterial communities. This study illustrates the importance of active balancing of stress-response trade-offs for plant fitness maintenance and for interaction with the plant microbiota.

In nature, plants encounter and must appropriately respond to diverse stresses to survive and reproduce. Different stress signaling pathways are connected, providing regulatory potential to maximize fitness (1). For instance, plants exposed to abiotic stresses such as high salinity and drought often display reduced immune activity (2). As stress responses are costly, prioritization in stress responses would allow plants to allocate more resources to abiotic stress responses and increase plant fitness in the absence of biotic stress (3). However, this prioritization does not explain how plants maintain fitness when simultaneously exposed to biotic and abiotic stresses.

Phytohormones play critical roles in stress responses and prioritization (4). In an evolutionarily conserved mechanism, phytohormone signaling mediated by abscisic acid (ABA) promotes abiotic stress tolerance and suppresses signaling of the biotic stress-related phytohormone salicylic acid (SA). Consequently, plant immunity is lowered during abiotic stresses such as drought and salt stress (5). In *Arabidopsis thaliana*, ABA suppresses expression of the SA biosynthesis gene *SA INDUCTION DEFICIENT 2* (*SID2*) (5). ABA application causes proteasome-mediated degradation of the SA receptor NONEXPRESSOR OF PR GENE 1 (NPR1) (6). Molecular cross-talk between ABA and SA provides a plausible mechanism for prioritization of abiotic over biotic stress responses. Such a mechanism would provide plants with adaptive potential when abiotic stresses are major threats. However, it is unknown whether this hormonal cross-talk is still advantageous when plants simultaneously encounter biotic and abiotic stresses.

In natural soils, healthy plants are colonized by taxonomically structured microbial communities, collectively called the plant microbiota (7), which contribute to plant performance under adverse environmental conditions (8–11). SA modulates colonization of the *A. thaliana* root microbiota by specific bacterial taxa, although this was not accompanied by a detectable impact on host survival of the tested SA biosynthesis and signaling mutants (12, 13). In field experiments, drought induced a relative enrichment of multiple lineages of Actinobacteria and Chloroflexi in the rice root microbiota, whereas, in sorghum roots, relative enrichments of Actinobacteria and Firmicutes were observed (14–17). Whether and how cross-talk between biotic and abiotic stress response pathways impacts the assembly of the plant microbiota remains unknown.

Age and developmental stage are important factors influencing stress responses in animals and plants. For instance, as *A. thaliana* plants age, SA-mediated immunity is enhanced (18). Plants also display age-dependent responses at the organ level. Young *A. thaliana* rosette leaves exhibit greater SA accumulation and SA-mediated immunity in comparison with older rosette leaves (19). Evidence for leaf age-dependent variation also exists for abiotic stress (20, 21). Based on the optimal defense theory (ODT), in defending themselves against herbivores, plants prioritize tissues, such as young leaves, that are more valuable for the whole plant (22). However, whether leaf age-dependent variation in stress responses is a simple prioritization analogous to the ODT or an active strategy to increase plant fitness is not understood.

Here we show that biotic and abiotic stress responses are differentially prioritized in a leaf age-dependent manner in *A. thaliana* to maintain fitness under combined stresses. Abiotic stresses dampen immunity in old rosette leaves, whereas the SA signaling components *PBS3* and *NPR1* protected young rosette leaves from ABA-mediated immune suppression. *pbs3* mutant plants exhibited enhanced abiotic stress tolerance but showed compromised fitness maintenance under combined biotic and abiotic stresses. Defining a hitherto uncharacterized link between stress signaling cross-talk and microbiota structure, *PBS3* is indispensable for the proper establishment of salt stress- and leaf age-dependent leaf bacterial communities. We propose that balancing leaf-age dependent cross-talk between SA and ABA signaling is a critical determinant of plant performance during combined stresses.

## Results

### Leaf Age Controls ABA–SA Cross-Talk Independently of Vegetative Phase Change.

To gain insights into mechanisms underlying the cross-talk between ABA and SA signaling, we investigated the impact of ABA on the SA response in *A. thaliana*. We found that pretreatment with ABA unexpectedly blocked SA-mediated induction of the SA-response marker gene *PATHOGENESIS RELATED PROTEIN 1* (*PR1*) (5) only in a subset of rosette leaves (L06 to L08; numbers refer to the positions of rosette leaves as determined by their order of appearance), but enhanced *PR1* expression in young rosette leaves (L12; Fig. 1 *A* and *B*), indicative of a leaf age-specific effect of ABA on the SA response. In contrast, expression of the ABA-response marker gene *RESPONSE TO ABA 18* (*RAB18*) (23, 24) was independent of leaf age (Fig. 1*C* and *SI Appendix*, Fig. S1*A*).

**Fig. 1.**
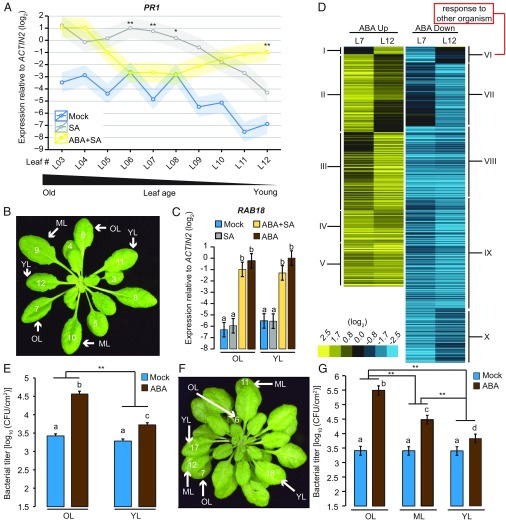
Leaf age effects of ABA on SA response and immunity. (*A*) *PR1* expression levels in leaves (from L03 to L12) of 4–5-wk-old *A. thaliana* Col-0 plants 24 h after spray with 500 µM SA, following 500 µM ABA spray pretreatment for 24 h were determined by quantitative RT-PCR. Data represent means ± SEM (shadows) calculated from three biological replicates by using a mixed linear model. Asterisks indicate significant differences between SA and combined ABA/SA treatments (*P < 0.05 and **P < 0.01, two-tailed Student’s *t* tests). (*B* and *F*) Leaf numbers in 4-wk-old Col-0 (*B*) and *35S::miR156a* (*F*) plants highlighting old (OL), middle (ML), and young leaves (YL). (*C*) *RAB18* expression levels in old and young leaves of 4–5-wk-old Col-0 plants as in *A*. Data represent means ± SEM calculated from three biological replicates by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.05). (*D*) Heat map showing expression patterns of the genes that show significant expression changes 48 h after ABA spray compared with mock (*q* < 0.01 and |log_2_FC| > 1) for up-regulated (yellow; 1,291 genes) or down-regulated genes (blue; 1,712 genes) in L7 or L12 of 4–5-wk-old Col-0 plants. (*E* and *G*) *Pto hrcC*^−^ (OD_600_ = 0.0002) was infiltrated into old, middle, and young leaves of 4–5-wk-old Col-0 (*E*) and *35S::miR156a* (*G*) plants 24 h after 500 µM ABA spray or mock. Bacterial growth was measured at 2 days postinoculation. Data represent means ± SEM calculated from at least three independent experiments, each with at least four biological replicates, by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.005; **P < 0.01, two-tailed Student’s *t* tests).

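In the counts that the authors deposited for these libraries, 1072 genes were called changed by ABA in L7 or L12, 377 of them up-regulated and 695 down-regulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p below 0.01 and a log2 fold change beyond 1 in either direction, 18291 genes tested). In L7 there were 171 up-regulated and 366 down-regulated genes, and in L12 there were 268 and 563. This excess of down-regulated genes stayed with RLE factors (189 and 357 in L7, 279 and 492 in L12) and with DESeq2 (689 and 1023, 791 and 1263). It depended on whether libraries were scaled beyond their size and on the libraries included. With scaling by library size only, the counts were 208 and 160 in L7 and 318 and 252 in L12. That setting moved the median log2 fold change of all genes to 0.49 in L7 and 0.42 in L12. The excess was smaller, 342 and 404 in L7, with an adjustment for transcript length and GC content chosen after seeing the data. Without mock-treated young leaves, replicate 2, the counts were 1120 and 945 in L12. The smallest adjusted p was 3.31e-05 in L7 and 9.16e-05 in L12. These counts also depended on the replicates included. Without replicate 3, whose 4 libraries were left out together, the same test called 0 genes in either leaf. In that setting, 3793 genes in L7 and 3152 in L12 still had an unadjusted p below 0.05. The smallest adjusted p there was 0.0117 in L7 and 0.0148 in L12, close to the threshold. DESeq2 on all 12 libraries called 1712 genes in L7 and 2054 in L12, and limma with voom and Benjamini-Hochberg adjustment called 668 and 976.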

To systematically explore the leaf age-dependency of ABA-mediated transcriptional changes, we conducted RNA sequencing (RNA-seq) experiments. 

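Old (L7) and young (L12) leaves of Col-0 plants sprayed with 500 µM ABA or with mock solution, both in 0.5% ethanol, were collected after 48 h. RNA from each of these 4 groups was sequenced in 3 replicates, which gives 12 libraries. The authors state with the deposited data that the experiment was repeated 3 times, and equal replicate numbers were taken here as the same repeat. The authors made strand-specific libraries from polyadenylated RNA, mapped the reads to the TAIR10 genome with TopHat2 and counted the reads on each gene with HTSeq. They deposited these counts without normalization, and reads that mapped to several places were not counted on any gene. The number of counts on genes lay between 11811137 and 20383398 in mock-treated old leaves (median 15651736), between 13403451 and 19399559 in ABA-treated old leaves (median 16840272), between 18261275 and 21485394 in mock-treated young leaves (median 21480038), and between 17245639 and 18016974 in ABA-treated young leaves (median 17737114). The 18291 genes with a mean of at least 10 counts per sample were tested, out of 32678 in the table. Counts were normalized by TMM, and 1 model with the 4 groups and the replicate number was fitted with edgeR's quasi-likelihood method. The 10 most abundant genes held between 8.92% and 19.7% of the counts of a library, and the TMM factors lay between 0.612 and 1.30.

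Libraries of the same group differed in how abundance depended on transcript length. The first principal component of the normalized log2 counts held 51.5% of the variance, and the weights of genes on it rose with transcript length (Spearman's rho = 0.633 across 18179 genes, which are not independent replicates). Within groups, the correlation across genes of a library's deviation from its group mean with transcript length lay between -0.564 and 0.577, and its size was over 0.3 in 8 of the 12 libraries. It was negative in every library of replicate 3, between -0.564 and -0.394, and positive in all others. In simulated counts made from the means and library sizes of these libraries, with 200 changed genes, a log2 change of 2 between ABA and mock in old leaves was called in 59.5% of the changed genes among 18183 genes, and a difference of 2 between the ABA responses in 0% among 18178 genes. A difference of 3 between the ABA responses was called in 73.5% of the changed genes among 18185 genes.

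**Figure D1:**
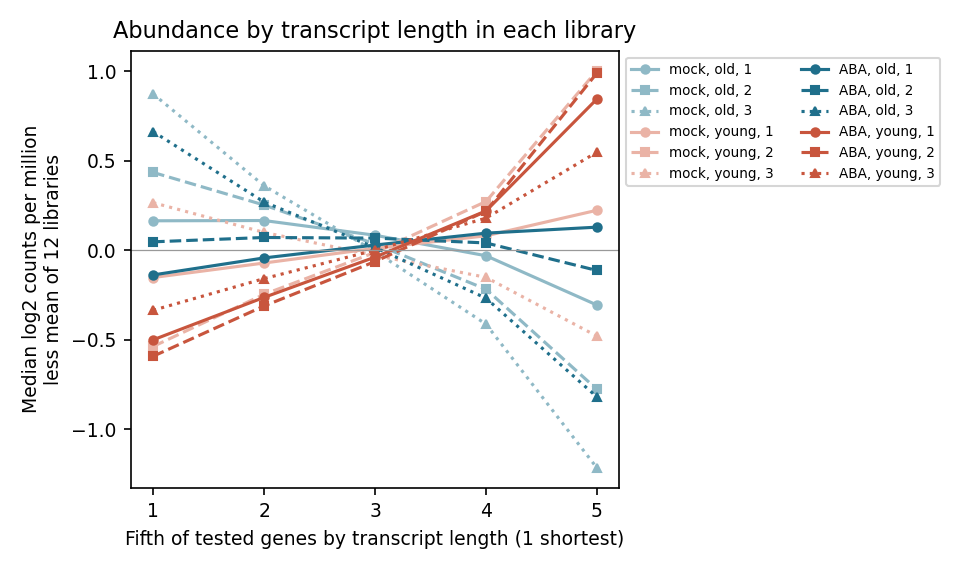
Median normalized log2 CPM of the genes in each of 5 classes of transcript length, less the mean over the 12 libraries, for each library (colour, group; line and marker, replicate number). The class of the longest transcripts lies between -1.22 in mock-treated old leaves, replicate 3, and 1.00 in mock-treated young leaves, replicate 2.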

Although ABA-triggered responses in old (L7) and young (L12) rosette leaves were similar overall, some gene clusters exhibited leaf age-dependent expression patterns (Fig. 1*D*, *SI Appendix*, Fig. S1 *C* and *D*, and Dataset S1). These results support our finding that expression of a subset of ABA-regulated genes is leaf age-dependent.

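Across the 18291 tested genes, the log2 fold changes to ABA in L7 and L12 correlated with Pearson's r = 0.745 and Spearman's rho = 0.732 (across genes, which are not independent replicates; the comparisons share no library). Calculated for each replicate number alone, Pearson's r was 0.620, 0.589 and 0.575. Among the 1072 genes called in either leaf, 98.6% changed in the same direction in both. Of these genes, 296 were called in both leaves, 62 up-regulated and 234 down-regulated, and none had opposite calls. Another 241 genes were called in L7 only, and 236 of them had the same sign in L12. The 535 genes called in L12 only had the same sign in L7 in 525 cases. A call in 1 leaf and not in the other does not test whether the responses differ. Without a filter on low counts, r fell to 0.501, the largest move among the alternatives.

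Of the genes with the largest changes in the same direction in all 3 replicates, CWINV5 (AT3G13784) had a log2 fold change of 5.73 in L7 (standard error 0.99, adjusted p = 0.00676 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.71 in L12 (standard error 1.01, adjusted p = 0.00274). Its mock-treated libraries had 0, 9 and 2 counts in L7 and 0, 14 and 0 in L12, so the size of these changes is uncertain. EXPA8 (AT2G40610) had a log2 fold change of -10.66 in L7 (standard error 1.41, adjusted p = 0.00236), with 4 counts over the 3 ABA-treated libraries, and -5.80 in L12 (adjusted p = 0.0084). LEA7 (AT1G52690) had a log2 fold change of 7.10 in L12 (standard error 1.31, adjusted p = 0.0071) and 2.46 in L7 (adjusted p = 0.19). For FTSH6 in L7, HB21 in L12, YUC5 in L12 and TPS10 in L12, one of the compared groups had 0 counts in all 3 libraries, so no fold change is given. The same holds for PDF1.2b and PDF1.2c in ABA-treated L7, which are paralogs, so reads that map to both would not have been counted. OCT1 in mock-treated L7, NADP-ME1 in mock-treated L12 and AT3G55646 in ABA-treated L12 had at most 3 counts over the group.

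**Figure D2:**
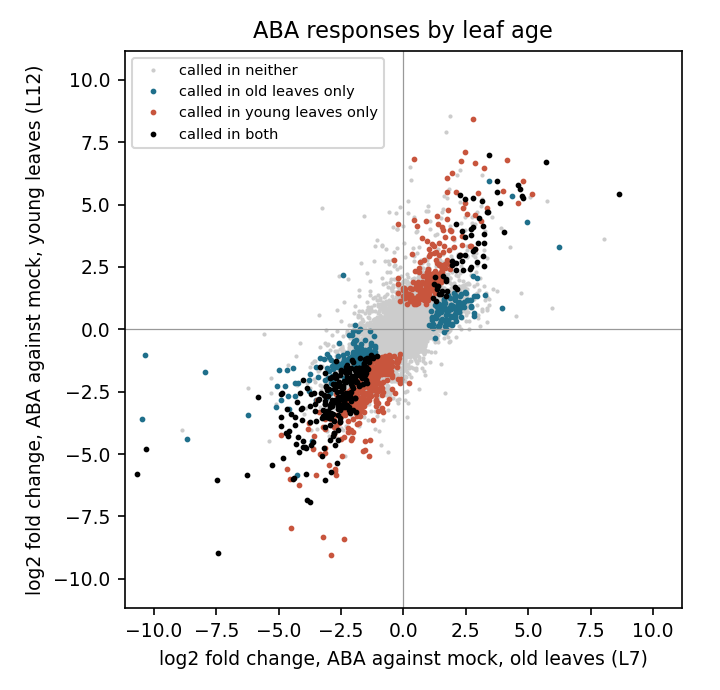
Log2 fold change of ABA against mock in old leaves (horizontal axis) and young leaves (vertical axis) for each tested gene (points), with colours for the genes called in old leaves only, in young leaves only, in both or in neither. The 296 genes called in both leaves lie in the quadrants of equal sign.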

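The difference between the ABA responses of young and old leaves was tested for each gene as an interaction of treatment and leaf age. No gene passed an adjusted p of 0.01 with a difference beyond 1 on the log2 scale (0 of 18291 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest adjusted p was 0.0793, and 1358 genes had an unadjusted p below 0.05, where chance alone gives 914.55. This excess is not stable, with 714 genes without mock-treated old leaves, replicate 3, 839 without ABA-treated young leaves, replicate 2, 2309 without mock-treated old leaves, replicate 2, and 2166 without mock-treated young leaves, replicate 2. It was 448 without replicate 1, 2202 without replicate 2 and 731 with no replicate block. Limma with voom called 0 genes (1496 at an unadjusted p below 0.05), with Benjamini-Hochberg adjustment and with Storey q-values alike, and DESeq2 called 35 genes, 29 with the higher response in young leaves and 6 with the lower. LTP2 (AT2G38530) was among these 35 genes and was the gene called by edgeR when libraries were scaled by size only. Of the genes called in L7 only, 132 of 241 had an unadjusted interaction p below 0.05, as had 185 of the 535 called in L12 only. These genes were picked from the same libraries by a call in 1 leaf alone, which itself favours a small interaction p. The shares are therefore no test of leaf age. Among the 30 genes fixed before the counts were seen because the paper names them, the smallest interaction p adjusted over the list alone was 0.0606, so that 0 were called, as over all genes. The values of several of these genes in Dataset S1 had been seen, and the study picked some of them from these libraries, so the list is not independent evidence.

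Lists of genes were tested with camera at its preset correlation, with Benjamini-Hochberg adjustment over 20 list and comparison pairs. The 19 tested genes of a list of ABA response genes had a median log2 fold change of 1.04 in L7 (adjusted p = 5.1e-07) and 2.15 in L12 (adjusted p = 5.11e-14), and 16 of the 19 had the higher response in L12 (adjusted p of the difference = 1.32e-06). Under fry, the adjusted p was 0.00653 in L7, 0.00141 in L12 and 0.0499 for the difference. By camera with a correlation estimated from the data, it was 0.0883 in L7, 0.0537 in L12 and 0.0883 for the difference. From the RNA-seq and the quantitative RT-PCR (Fig. 1D, SI Appendix, Fig. S1 C and D, and Dataset S1), the paper finds support for leaf age-dependent expression of a subset of ABA-regulated genes.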

We next examined the physiological significance of leaf age-dependent effects of ABA on immunity. The bacterial pathogen *Pseudomonas syringae* pv. *tomato* DC3000 (*Pto*) is known to trigger ABA accumulation through the action of type III effectors (25, 26). Therefore, we reasoned that the disarmed *Pto hrcC*^−^ strain, which is unable to deliver type III effectors, can be used to detect the effect of exogenous ABA on immunity by measuring bacterial titers in leaves. We found that ABA treatment enhanced *Pto hrcC*^−^ growth more strongly in old compared with young rosette leaves (Fig. 1*E* and *SI Appendix*, Fig. S1*B*). This is consistent with an ABA-mediated suppression of the SA response in old but not in young leaves (Fig. 1*A*) and with SA-mediated immunity restricting *Pto hrcC*^−^ growth (27).

We speculated that the observed leaf age-dependent ABA effects might be linked to leaf developmental stage because the onset of detectable suppression of the SA response by ABA correlates approximately with the onset of a vegetative phase change from juvenile to adult leaves in Col-0 plants (28). To explore this possibility, we employed transgenic *A. thaliana* overexpressing the miRNA miR156a in which the expression of juvenile traits is markedly prolonged (28). However, similar to WT, we observed that ABA effects on *Pto hrcC*^−^ growth were dependent on leaf age despite the juvenile trait being manifest in younger and older leaves (Fig. 1 *F* and *G*). Thus, leaf age but not vegetative phase change likely controls ABA–SA cross-talk, with marked consequences for the SA response and bacterial resistance.

### ABA Suppresses Immunity via the ABA RESPONSIVE ELEMENT BINDING PROTEIN–SNAC-A Transcription Factor Cascade.

ABA RESPONSIVE ELEMENT (ABRE) BINDING PROTEIN (AREB) transcription factors (TFs) redundantly regulate a major part of ABA-mediated transcriptional changes (24) (*SI Appendix*, Fig. S2*A*). We found that ABA-triggered suppression of immunity against *Pto hrcC*^−^ in old leaves was compromised in *areb* triple mutant plants (*areb1 areb2 abf3*) (24), indicating that ABA-triggered immune suppression requires AREB-mediated transcription. Next, we further dissected this transcriptional cascade. AREB TFs have been shown to bind to the promoters of SNAC-A TFs in vitro (29), and a subset of SNAC-A TFs, ANAC019, 055, and 072, whose gene expression is induced by ABA, are involved in the suppression of SA accumulation (30). These SNAC-A TFs redundantly control a subset of ABA responses such as *SAG26* expression and senescence, but not *RAB18* expression (23). Therefore, we tested whether SNAC-A TFs collectively regulate ABA-mediated immune suppression. Indeed, we found that ABA-mediated immune suppression in old leaves was compromised in *snac-a* septuple mutant (*snac-a sept*; *anac019 anac055 anac072/rd26 anac002/ataf1 anac081/ataf2 anac102 anac032*) (23) plants (Fig. 2*A*).

**Fig. 2.**
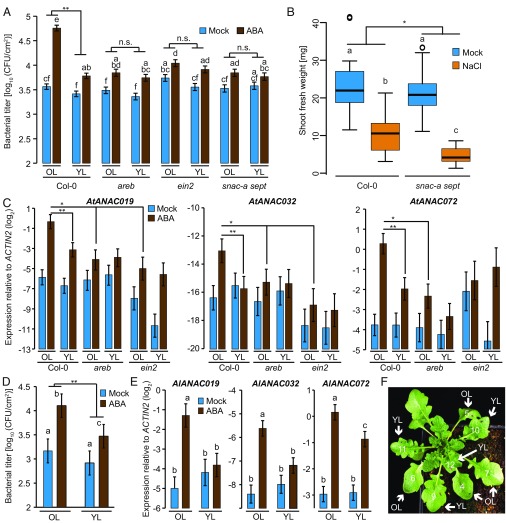
ABA triggers immune suppression in old leaves through AREB and ANAC TFs. (*A*) Old leaves (OL) and young leaves (YL) of 4–5-wk-old Col-0, *areb1 areb2 abf3* (*areb*), *ein2*, and *anac* septuple mutant (*snac-a sept*) plants were infiltrated with *Pto hrcC*^−^ (OD_600_ = 0.0002) 24 h after 500 µM ABA spray or mock. Bacterial growth was measured at 2 days postinoculation (dpi). Data represent means ± SEM calculated from three independent experiments, each with at least five biological replicates, by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.005). (*B*) Shoot fresh weight of Col-0 and *snac-a sept* seedlings grown on MS plates containing 100 mM NaCl or mock for 10 d. The box plots show combined data from three independent experiments, each with at least eight biological replicates. Different letters indicate significant differences (adjusted *P* < 0.05). (*C*) *AtANAC019*, *AtANAC032*, and *AtANAC072* expression levels in old and young leaves of 4–5-wk-old Col-0 and *areb1 areb2 abf3* (*areb*) plants 24 h after 500 µM ABA spray or mock were determined by quantitative RT-PCR. Data represent means ± SEM calculated from at least three biological replicates by using a mixed linear model. (*D*) *Pto hrcC*^−^ (OD_600_ = 0.0002) was infiltrated into old and young leaves of 5–6-wk-old *A. lyrata* plants 24 h after 500 µM ABA spray or mock. Bacterial growth was measured at 2 dpi. Data represent means ± SEM calculated from three independent experiments, each with at least five biological replicates, by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.005). (*E*) *AlANAC019*, *AlANAC032*, and *AlANAC072* expression levels in old and young leaves of 5–6-wk-old *A. lyrata* plants 24 h after 500 µM ABA spray or mock were determined by quantitative RT-PCR. Data represent means ± SEM calculated from at least three biological replicates by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.05). (*F*) Leaf numbers in 5–6-wk-old *A. lyrata* showing old and young leaves. (*A*–*D*) n.s., not significant (*P < 0.05 and **P < 0.01, two-tailed Student’s *t* tests).

Plants overexpressing *ANAC002*, *019*, *055*, or *072* show enhanced abiotic stress tolerance (3, 31). Conversely, we found that salt tolerance was impaired in s*nac-a sept* plants (Fig. 2*B* and *SI Appendix*, Fig. S2*B*). Expression of *ANAC019*, *ANAC032*, and *ANAC072* after ABA treatment was higher in old than in young rosette leaves in an *AREB*-dependent manner (Fig. 2*C*), suggesting that this *ANAC* induction is under control of the AREBs. It has been shown that *SNAC-A* induction by ABA also requires *ETHYLENE INSENSITIVE2* (*EIN2*) (23), a key component of ethylene signaling (32). Accordingly, we found that ABA-triggered leaf age-dependent expression of *SNAC-As* and suppression of immunity against *Pto hrcC*^−^ were impaired in *ein2* plants (Fig. 2 *A* and *C*), whereas *RAB18* induction remained intact (*SI Appendix*, Fig. S2*A*). This corroborates the conclusion that these SNAC-A TFs play an important role in ABA-mediated suppression of immunity in old leaves. Collectively, these results suggest that *snac-a sept* plants exhibit an altered balance between biotic and abiotic stress responses.

To explore the evolutionary conservation of the leaf age-dependent effect of ABA on immunity, we investigated *Arabidopsis lyrata*, a close relative of *A. thaliana*. We found that ABA suppresses immunity against *Pto hrcC*^−^ and induces *SNAC-A* expression in a leaf age-dependent manner as in *A. thaliana* Col-0 plants (Fig. 2 *D*–*F*) (33).

### *PBS3* Protects Young Leaves from ABA-Triggered Immune Suppression.

Our RNA-seq experiments described here earlier revealed that ABA mediates a strong suppression of genes enriched for the Gene Ontology term “response to other organism” specifically in old leaves (L7; cluster VI; Fig. 1*D*). 

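Dataset S1 assigns 91 of the genes held here to cluster VI, and 1006 further genes of that table are not used here. The cluster was made by the paper from these same libraries, so its values describe the chosen genes and test nothing. All 91 had a negative log2 fold change in L7 (median -1.68, from edgeR), and 89 fell in all 3 replicates. In L12 the median was -0.22, and 67 of the 91 were negative. Of the cluster VI genes, 18 were called down-regulated in L7 and 0 were called in L12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 53 and 0 by limma with voom and Storey q-values. The interaction of treatment and leaf age had an unadjusted p below 0.05 for 73 of them, and its smallest adjusted p over all tested genes was 0.228.

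A set independent of the clustering was made after the counts were seen from 268 tested genes whose annotation notes a response to other organisms, among 11583 tested genes with a functional note. Of the 219 noted genes down-regulated in L7, 15 (6.85%) were in the set, against 2.31% of the background (Fisher's exact test, two-sided, adjusted p = 0.00053 over 6 classes). Of the 349 down-regulated in L12, 20 (5.73%) were in the set (adjusted p = 0.00053). Among genes down-regulated in L7 only it was 4 of 76 (adjusted p = 0.149), and among those down-regulated in L12 only 9 of 206 (adjusted p = 0.116). The set fell in both leaves, with a median log2 fold change of -0.18 in L7 (camera, adjusted p = 0.00822 over 4 comparisons) and -0.30 in L12 (camera, adjusted p = 0.01), and the difference between the leaves had an adjusted p of 0.717. With the correlation estimated from the data, the adjusted p was 0.244 in both leaves, and under fry 0.011 in both.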

Cluster VI included *PBS3*, encoding an acyl-adenylate/thioester-forming enzyme, which is known to be important for SA accumulation and signaling and for immunity against biotrophic pathogens. 

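PBS3 (AT5G13320) had 3.27 ± 1.72 normalized CPM (SD, n = 3) in mock-treated old leaves and 1.4 ± 0.63 (SD, n = 3) in ABA-treated old leaves. Its log2 fold change in L7 was -1.18 (standard error 0.32, adjusted p = 0.0387 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it fell in 3 of 3 replicates. In young leaves it had 4.49 ± 1.01 (SD, n = 3) after mock and 4.62 ± 1.74 (SD, n = 3) after ABA, a log2 fold change of -0.03 (standard error 0.29, adjusted p = 0.952), whose sign changed under several alternatives, to 0.36 with scaling by library size only. The difference between the responses was 1.15 (standard error 0.43, adjusted p = 0.598), in the same direction in 3 of 3 replicates. The adjusted p in L7 passed 0.01 under one alternative, an adjustment for transcript length and GC content chosen after seeing the data, at 0.00759.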

Cluster VI also included the SA response markers *PR1* and *PR2* (34), suggesting that SA signaling components are specifically suppressed in old leaves. Therefore, although it is not in cluster VI, we also included *SID2* for further analysis because it encodes a key enzyme for pathogen-induced SA biosynthesis (35). 

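PR1 (AT2G14610) varied widely between replicates, with 15.3 ± 13.5 normalized CPM (SD, n = 3) in mock-treated old leaves, 1.29 ± 0.46 (SD, n = 3) in ABA-treated old leaves, 4.94 ± 6.57 (SD, n = 3) in mock-treated young leaves and 8.55 ± 10.8 (SD, n = 3) in ABA-treated young leaves. Its log2 fold change was -2.65 in L7 (standard error 0.84, adjusted p = 0.0671 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.77 in L12 (standard error 0.75, adjusted p = 0.483). PR1 fell in 3 of 3 replicates in L7 and rose in 2 of 3 in L12. The difference between the responses was 3.42 (standard error 1.14, adjusted p = 0.558).

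PR2 (AT3G57260) had 79.7 ± 8.25 normalized CPM (SD, n = 3) in mock-treated old leaves, 26.6 ± 11.2 (SD, n = 3) in ABA-treated old leaves, 23.7 ± 13.8 (SD, n = 3) in mock-treated young leaves and 27.8 ± 8.76 (SD, n = 3) in ABA-treated young leaves. Its log2 fold change was -1.61 in L7 (standard error 0.39, adjusted p = 0.0265), with a fall in 3 of 3 replicates, and 0.34 in L12 (standard error 0.39, adjusted p = 0.545), with a rise in 1 of 3. The sign in L12 changed without replicate 1 (-0.20) and without ABA-treated young leaves, replicate 1 (-0.08). The difference was 1.95 (standard error 0.55, adjusted p = 0.465). DESeq2 called both genes in L7, PR1 with an adjusted p of 0.00462 and PR2 with 0.00111, as did limma with voom and Storey q-values (0.00914 and 0.00853).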

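SID2 (AT1G74710) had 10.5 ± 3.8 normalized CPM (SD, n = 3) in mock-treated old leaves and 6.2 ± 2.97 (SD, n = 3) in ABA-treated old leaves, and 12.7 ± 1.71 (SD, n = 3) and 11.1 ± 4.52 (SD, n = 3) in mock-treated and ABA-treated young leaves. The quantitative RT-PCR primers listed for it in Dataset S3 match chromosome 1 of TAIR10.1 from 28071757 to 28071880, in exon 3. Its log2 fold change was -0.78 in L7 (standard error 0.33, adjusted p = 0.154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a fall in 3 of 3 replicates, and -0.28 in L12 (standard error 0.32, adjusted p = 0.552), with a fall in 2 of 3. In L12 it changed sign with scaling by library size only (0.08) and without replicate 3 (0.04). The difference between the responses was 0.50 (standard error 0.46, adjusted p = 0.873).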

ABA reduced the expression of all tested genes in old leaves but did not in young leaves (Fig. 3*A*). 

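In the RNA-seq libraries, each of PR1, PR2, SID2 and PBS3 fell in all 3 replicates in old leaves, and none passed an adjusted p of 0.01 there (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 3 mock-treated and 3 ABA-treated libraries, an exact permutation test of 1 gene cannot give a two-sided p below 0.1. With libraries left out, the log2 fold change in L7 stayed between -3.91 and -1.82 for PR1, between -2.13 and -1.32 for PR2, between -1.02 and -0.35 for SID2 and between -1.37 and -1.03 for PBS3. In young leaves the adjusted p of these 4 genes lay between 0.483 and 0.952, and a response there of the size seen in old leaves was not tested apart from the interaction.

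**Figure D3:**
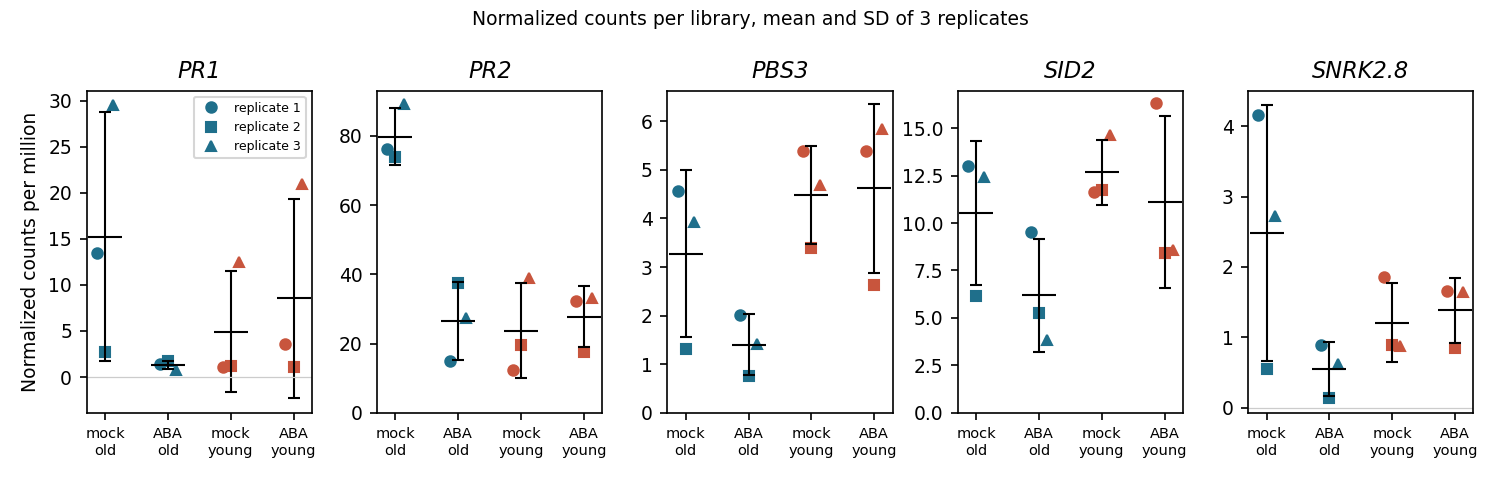
Normalized CPM of PR1, PR2, PBS3, SID2 and SNRK2.8 in each library (points; marker, replicate number) by treatment and leaf age, with the mean and SD of the 3 replicates (bars). PR1 in mock-treated old leaves lies between 2.75 and 29.5, and in ABA-treated young leaves between 1.11 and 21.0.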

Next, we determined free and total SA levels after ABA application in Col-0, *sid2*, and *pbs3* plants and found that ABA had contrasting effects on SA levels in old and young Col-0 leaves (Fig. 3*B*). Strikingly, the increased total SA, mediated by ABA treatment in young leaves of Col-0, was retained in *sid2* but abolished in *pbs3* plants (Fig. 3*B*). Given that PBS3 has been proposed to protect SA from degradation (36), we conclude that the increase in total SA elicited by ABA in young leaves may be caused by reduced SA degradation rather than increased SA biosynthesis via SID2.

**Fig. 3.**
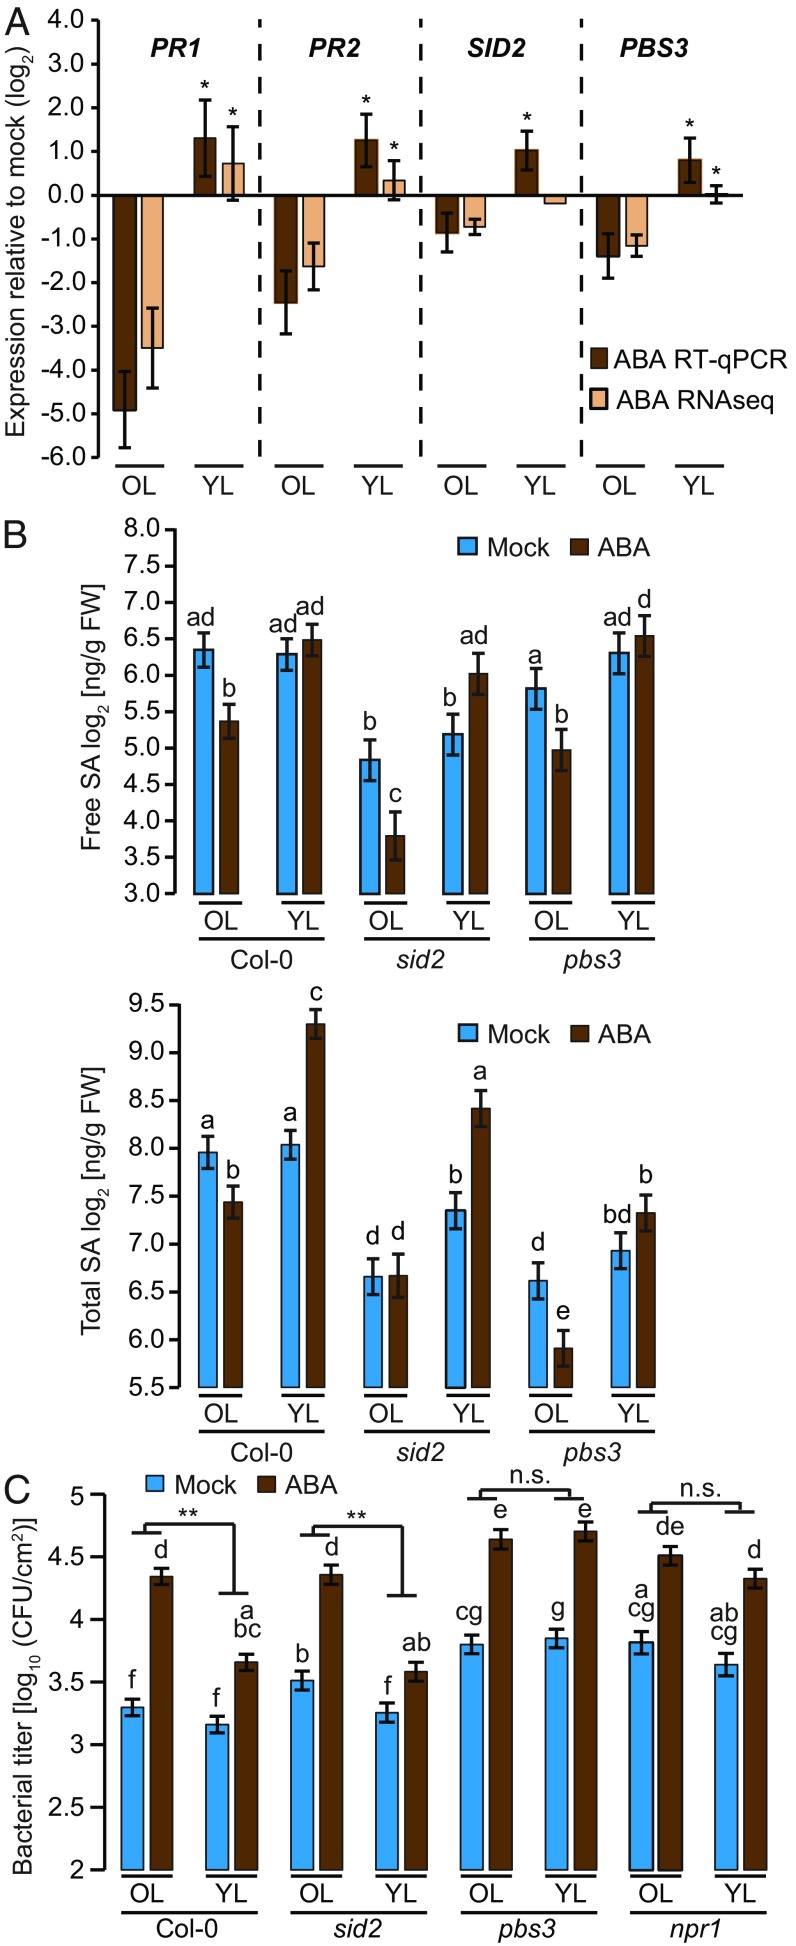
*PBS3* protects young leaves from ABA-triggered immune suppression. (*A*) The expression changes of *PR1*, *PR2*, *SID2*, and *PBS3* in old leaves (OL) and young leaves (YL) of 4–5-wk-old Col-0 plants 48 h after 500 µM ABA spray compared with mock in RNA-seq and quantitative RT-PCR. Data represent means ± SEM of three biological replicates. Asterisks indicate significant differences in young compared with old leaves (*P < 0.05, two-tailed Student’s *t* tests). (*B*) Free and total SA amounts in old and young leaves of 4–5-wk-old Col-0, *sid2*, and *pbs3* plants 48 h after spray with 500 µM ABA or mock. Data represent means ± SEM calculated from three biological replicates by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.05). (*C*) Old and young leaves of 4–5-wk-old Col-0, *sid2*, *pbs3*, and *npr1* plants were infiltrated with *Pto hrcC*^−^ (OD_600_ = 0.0002) 24 h after 500 µM ABA spray or mock. Bacterial growth was measured at 2 days postinoculation. Data represent means ± SEM calculated from three independent experiments, each with at least five biological replicates, by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.005; *P < 0.05 and **P < 0.01, two-tailed Student’s *t* tests). n.s., not significant.

Notably, we found that young leaves of *pbs3* plants are vulnerable to ABA-mediated suppression of immunity against *Pto hrcC*^−^, whereas *sid2* plants exhibited a WT-like phenotype (Fig. 3*C*). In addition, we found that the enhanced SA-induced *PR1* expression by ABA in young leaves is compromised in *pbs3* plants whereas ABA-induced *RAB18* expression remains intact (*SI Appendix*, Fig. S3 *A* and *B*). Finally, increased free and total SA accumulation was impaired in *pbs3* leaves upon treatment with flg22, a peptide epitope derived from bacterial flagellin that stimulates SA accumulation (27) (*SI Appendix*, Fig. S3 *C* and *D*). Thus, *PBS3* is required for immunity-triggered SA accumulation. In young leaves, however, increased total SA accumulation and SA response upon ABA treatment might be important to protect young leaves from ABA-mediated immune suppression, which is impaired in *pbs3* plants.

Given that *NPR1*, encoding the SA receptor (37, 38), is required for the majority of the SA response (37) (*SI Appendix*, Fig. S3*B*), we also included *npr1* plants in our analysis. We found that, similar to *pbs3*, young leaves of *npr1* plants are not protected against ABA-mediated immune suppression (Fig. 3*C*). These and previous results might suggest that *NPR1* is required for *PBS3* function or vice versa (39). ABA promotes NPR1 degradation, which correlated with reduced *PR1* expression, whereas SA antagonizes this (6). Together, NPR1 might be protected from ABA-mediated degradation by higher SA levels in young leaves. 

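SNRK2.8 (AT1G78290) was a gene of low abundance in these libraries, with 2.48 ± 1.82 normalized CPM (SD, n = 3) in mock-treated old leaves, 0.55 ± 0.38 (SD, n = 3) in ABA-treated old leaves, 1.21 ± 0.56 (SD, n = 3) in mock-treated young leaves and 1.38 ± 0.46 (SD, n = 3) in ABA-treated young leaves. The primers listed for it in Dataset S3 match chromosome 1 of TAIR10.1 from 29457838 to 29457916, in exon 6. Its log2 fold change was -2.16 in L7 (standard error 0.51, adjusted p = 0.0228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a fall in 3 of 3 replicates, and 0.17 in L12 (standard error 0.47, adjusted p = 0.819), with a rise in 1 of 3. The difference between the responses was 2.33 (standard error 0.69, adjusted p = 0.517). In L7 it was called by DESeq2 (adjusted p = 0.00228) and by limma with voom and Storey q-values (0.00787), and with libraries left out the log2 fold change stayed between -2.46 and -1.89. The sign in L12 changed without replicate 3 (-0.05), without mock-treated young leaves, replicate 3 (-0.15), and without ABA-treated young leaves, replicate 2 (-0.06).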

Our finding that expression of *SNRK2.8*, an important regulatory interactor of NPR1 (40), is strongly suppressed by ABA in only old leaves supports this hypothesis (*SI Appendix*, Fig. S1 *C* and *D*).

### *PBS3* Regulates the Trade-Off Between Biotic and Abiotic Stress Responses.

Abiotic stresses such as salinity and drought activate ABA biosynthesis (41). To test whether endogenous ABA accumulation induced by abiotic stresses triggers leaf age-dependent immune suppression, we measured *Pto hrcC*^−^ growth in *A. thaliana* plants after salt or drought treatment. To avoid the known pleiotropic effects of SA hyperaccumulation in *npr1* on plant performance (42, 43), we focused on *pbs3* plants. Similar to the ABA treatment described here earlier, young leaves of Col-0 plants were protected from salt and drought stress-triggered immune suppression (Fig. 4 *A* and *B*). Abiotic stress-triggered suppression of immunity against *Pto hrcC*^−^ in old leaves was not seen in *aba2*, which is impaired in ABA biosynthesis (44) (Fig. 4 *A* and *B*), indicating that abiotic stress-induced immune suppression is dependent on endogenous ABA and/or derived metabolites from ABA (45). In contrast to WT Col-0, young leaves of *pbs3* plants were not protected from the abiotic stress-triggered immune suppression (Fig. 4 *A* and *B*). Thus, the protective role of *PBS3* in young leaves is physiologically relevant.

**Fig. 4.**
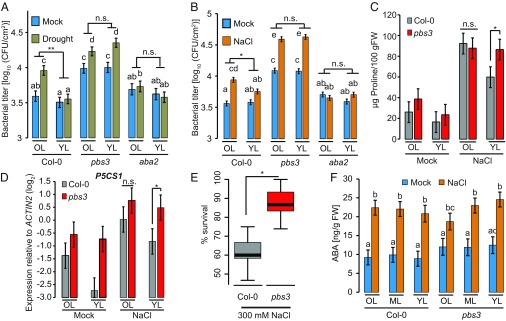
Impact of *PBS3* on leaf age-dependent stress-response trade-offs. (*A* and *B*) Old leaves (OL) and young leaves (YL) of 4–5-wk-old Col-0, *pbs3*, and *aba2* plants were infiltrated with *Pto hrcC*^−^ (OD_600_ = 0.0002) 2–3 wk after transfer to drought or well-watered conditions (mock) at 2-wk-old stage (*A*) or 2 d after water or 75 mM NaCl treatment (*B*). Bacterial growth was measured at 3 days postinoculation (dpi) (*A*) or 2 dpi (*B*). Data represent means ± SEM calculated from three independent experiments, each with at least five biological replicates, by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.01). (*C* and *D*) Proline (*C*) or *P5CS1* expression levels (*D*) in old and young leaves of 4–5-wk-old Col-0 and *pbs3* plants 6 d after 100 mM NaCl or mock treatment. Data represent means ± SEM calculated from three biological replicates by using a mixed linear model. (*E*) Survival rate of Col-0 and *pbs3* plants after salinity stress recovery. Two-week-old plants were watered with 300 mM NaCl for 2 wk followed by recovery with water for another 1 wk. Data consist of three independent experiments, each with at least 35 plants per genotype. (*F*) The ABA levels in old, middle, and young leaves of 4–5-wk-old Col-0 and *pbs3* plants 6 h after 100 mM NaCl or mock soil drench treatment. Data represent means ± SEM calculated from at least three biological replicates by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.05). (*A*–*E*) *P < 0.05 and **P < 0.01, two-tailed Student’s *t* tests; n.s., not significant.

Considering the extensive cross-talk between biotic and abiotic stress responses in both directions (2), we hypothesized that young leaves of *pbs3* are hyperresponsive to abiotic stress compared with those of WT. To measure a leaf-specific abiotic stress response output, we determined the accumulation of proline, which serves as a cellular osmoprotectant (46). Upon salt stress, proline levels and expression of *P5CS1*, which encodes an enzyme that catalyzes the rate-limiting step in proline biosynthesis (46), were significantly higher only in young leaves of *pbs3* compared with Col-0 (Fig. 4 *C* and *D*). Together with the compromised immune phenotype, it appears that, in *pbs3* plants, the balance between biotic and abiotic stress responses is shifted toward abiotic stress tolerance. In agreement with this, under severe salt stress (300 mM NaCl), which can be lethal to *A. thaliana* plants, the survival rate of *pbs3* was higher than that of Col-0 plants (Fig. 4*E*).

Interestingly, Col-0 and *pbs3* plants accumulated comparable levels of basal and salt stress-induced ABA in leaves of different ages (Fig. 4*F*). We also determined the levels of other phytohormones, namely auxin (indole-3-acetic acid; IAA), jasmonic acid and its precursor 12-oxo-phytodienoic acid, SA, and the ethylene precursor 1-aminocyclopropane-1-carboxylic acid (ACC) (47) in Col-0 and *pbs3* leaves of different ages upon salt stress or mock treatment. Although these hormone levels were mostly unaffected by genotype or salt stress, levels of IAA and ACC were dependent on leaf age (*SI Appendix*, Fig. S4), which may influence the leaf age-dependent stress cross-talk. In summary, these results suggest that, during combined stress, *PBS3* lowers the abiotic stress response and enhances immunity in young leaves.

### *PBS3* Is Required for the Maintenance of Plant Growth and Reproduction Under Combined Stress.

We employed two experimental systems to test whether the altered balance of leaf age-dependent stress cross-talk in *pbs3* plants affects plant fitness-related traits during combined stresses. In the first system, we combined salt stress with infection with the obligate biotrophic oomycete pathogen *Hyaloperonospora arabidopsidis* (*Hpa*), whose growth is sensitive to SA-mediated immunity (48). Considering that many plant pathogens, including *Hpa*, require high humidity for successful infection, co-occurrence of drought stress with pathogen infection is unlikely to be common. Therefore, we used mild salt stress as an abiotic stress factor, which can co-occur with pathogen infection (49). Salt pretreatment reduced oomycete biomass in the young leaves of Col-0 WT, whereas, in *pbs3* plants, salt stress promoted *Hpa* growth in old and young leaves (Fig. 5*A*). We included *snac-a sept* plants in the plant performance assay because, in this genotype, the balanced trade-offs of abiotic and biotic stress responses were shifted in the opposite direction compared with *pbs3* plants (Figs. 2 *A* and *B*, 3*C*, and 4). Furthermore, we included *sid2* plants because of their deficiency in SA biosynthesis but indistinguishable leaf age-dependent stress cross-talk vs. Col-0 plants (Fig. 3*C*). We found that single salt and *Hpa* stress reduced shoot fresh weight of all tested genotypes, with *Hpa* infection having greater negative consequences on growth of Col-0, *pbs3*, and *sid2*, except *snac-a sept* plants, whose growth suffered more severely from salt stress (Fig. 5*B*). This *snac-a sept* plant phenotype is consistent with our observation that *snac-a sept* plants exhibited lowered tolerance to mild salt stress in a germfree environment (Fig. 2*B*).

**Fig. 5.**
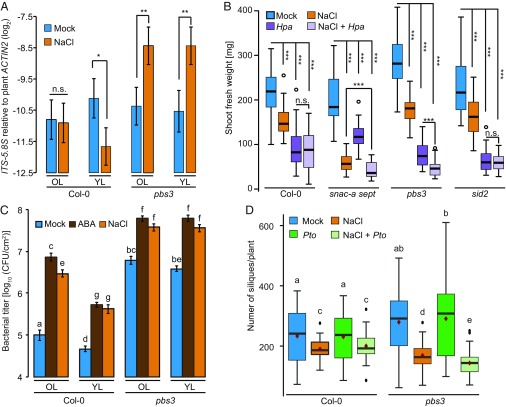
Leaf age-dependent variation in biotic and abiotic stress cross-talk contributes to plant fitness-related traits under combined stresses. (*A*) *Hpa* growth 8 d after inoculation in old leaves (OL) and young leaves (YL) of 4–5-wk-old Col-0 and *pbs3* plants following 75 mM NaCl or water (Mock) soil drench treatment for 2 d. Data are means ± SEM calculated from at least three biological replicates by using a mixed linear model. (*B*) Shoot fresh weight of Col-0, *snac-a sept*, *pbs3*, and *sid2* plants challenged with mock, NaCl, *Hpa*, or both NaCl and *Hpa* (*Methods*). The box plots show combined data from at least three independent experiments for Col-0, *pbs3*, and *sid2* and two independent experiments for *snac-a sept* mutant plants, each with at least eight biological replicates. (*A* and *B*) *P < 0.05, **P < 0.01, and ***P < 0.001, two-tailed Student’s *t* tests; n.s., not significant. (*C*) Old and young leaves of 4–5-wk-old Col-0 and *pbs3* plants were infiltrated with *Pto cor*^−^ (OD_600_ = 0.0002) 1 d after water, 500 µM ABA, or 100 mM NaCl treatment. Bacterial growth was measured at 2 days postinoculation. Data represent means ± SEM calculated from three independent experiments, each with at least five biological replicates, by using a mixed linear model. Different letters indicate significant differences (adjusted *P* < 0.005). (*D*) The number of siliques in Col-0 and *pbs3* plants after water (Mock), 50 mM NaCl (NaCl), *Pto cor*^−^ (*Pto*), or both NaCl and *Pto*. The box plots show combined data from three independent experiments, each with at least 10 biological replicates. Statistical analysis was performed by using log-transformed silique numbers. Different letters indicate significant differences (adjusted *P* < 0.05).

Interestingly, the effects of combined stress on plant growth were similar to those of *Hpa* single stress in WT and *sid2* plants, which exhibited leaf age-dependent stress cross-talk (Figs. 3*C* and 5*B*). In contrast, combined stress had more severe consequences on plant growth than the single *Hpa* and salt stress in *pbs3* and *snac-a sept* plants, respectively (Fig. 5*B*). Thus, these results suggest that a loss in leaf age-dependent stress-response cross-talk is associated with a plant growth penalty during combined stress conditions.

In the second assay, we used salt stress and infection with *Pto cor*^−^ as an additional biotic and abiotic stress combination. The *Pto cor*^−^ strain lacks the phytotoxin coronatine that can suppress immune responses such as SA accumulation and MAPK activation (30, 50) but is more virulent compared with *Pto hrcC*^−^ (Figs. 1*E* and 5*C*). Similar to *Pto hrcC*^−^ infection, immune suppression by ABA treatment and salt stress was leaf age-dependent in Col-0 but independent of leaf age in *pbs3* plants (Fig. 5*C*). To evaluate whether *A. thaliana* reproduction was affected by abiotic and biotic response cross-talk, we measured the number of siliques under single salt or *Pto cor*^−^ stress or in combination in Col-0 and *pbs3* plants. Under our experimental conditions, *Pto cor*^−^ infection alone did not affect silique numbers of Col-0 and *pbs3* plants, but moderate salt stress resulted in a reproductive penalty (Fig. 5*D*). In Col-0 plants, the effect of combined stress on silique numbers was similar to that of salt stress alone, whereas the negative effect of combined stress exceeded the single salt stress in *pbs3* plants (Fig. 5*D*). Together, these findings indicate that *PBS3*, which is necessary for balancing leaf age-dependent biotic and abiotic stress responses based on leaf age, is required for the maintenance of growth and reproduction under combined biotic and abiotic stress.

### *PBS3* Coordinates Leaf Age- and Salt Stress-Dependent Phyllosphere Microbiota Assembly.

To test the impact of leaf age-dependent variation in cross-talk between ABA and SA signaling on biotic components beyond pathogens, we compared the composition of leaf-associated bacterial communities under abiotic stress or control in old and young rosette leaves. We used surface-sterilized *A. thaliana* seeds sown in a natural loamy soil with a characterized soil biome (7). Exposure of the plants to chronic salt stress resulted in decreases in plant fresh weight (*SI Appendix*, Fig. S5*A*). We applied bacterial 16S rRNA gene amplicon sequencing for quantitative bacterial community profiling and found upon principal coordinate analysis (PCoA) that salt treatment and leaf age were major factors in determining leaf microbiota composition (explaining 13.5% of community variation; Fig. 6*A* and *SI Appendix*, Fig. S5*B*). In addition, compared with Col-0, the leaves of *aba2* plants were inhabited by more distinct bacterial communities under salt stress than the control condition (*SI Appendix*, Fig. S5 *C* and *D*), indicating that the salt stress-induced shift in the leaf-associated bacterial community is, at least in part, controlled by plant ABA signaling.

**Fig. 6.**
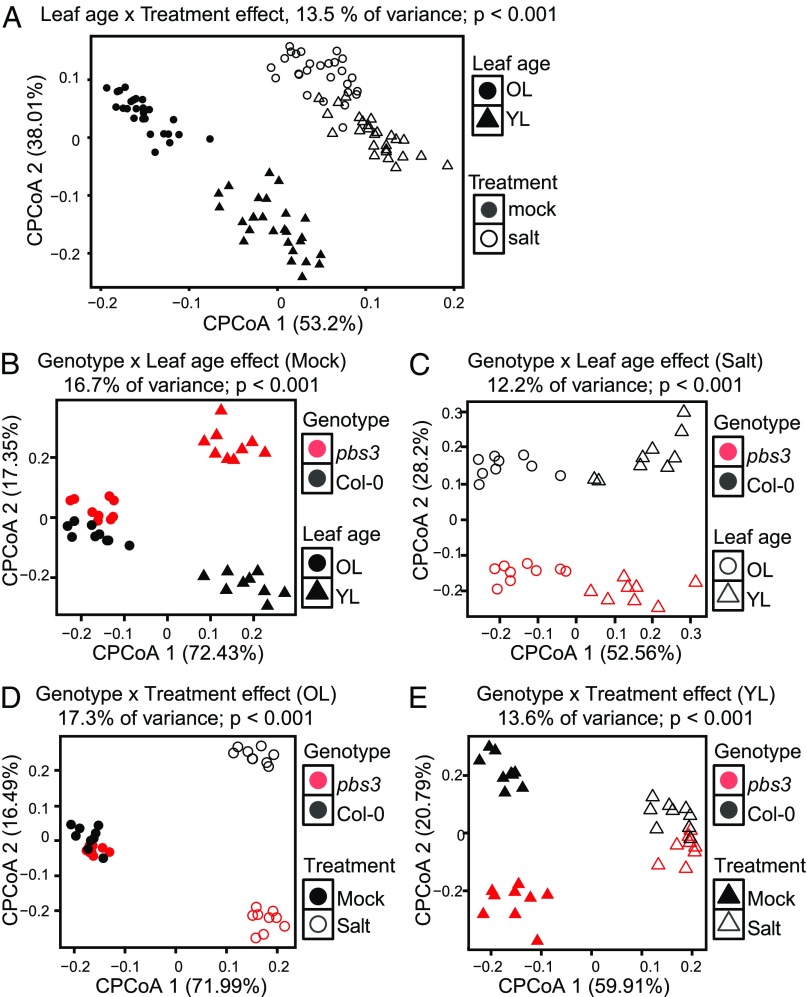
*PBS3* shapes the leaf age- and salt stress-dependent assembly of leaf bacterial communities. (*A*–*E*) Canonical analysis of principle coordinates of bacterial β-diversity Bray–Curtis distances based on bacterial 16S rRNA profiling of leaf bacterial communities in WT Col-0, *pbs3*, and *aba2* (*A*) or Col-0 and *pbs3* plants (*B*–*E*). Plants were grown in natural Cologne soil treated with water (mock) or 75 mM NaCl (salt) for 6 wk. Constrained analysis was performed for leaf age × treatment effect (*A*), genotype × leaf age effect under mock (*B*) or salt stress (*C*), and genotype × treatment effect in old leaves (OL; *D*) or young leaves (YL; *E*).

Notably, young leaves of *pbs3* and WT Col-0 plants hosted distinct bacterial communities in comparison with their old leaves in the control condition (16.7% of variation; Fig. 6*B*). Under salt stress, old and young leaves of these two genotypes all harbored distinct bacterial communities (12.2% of variation; Fig. 6*C*). To directly visualize the effects of salt stress on bacterial community composition in these genotypes, we also performed PCoA analysis for young and old leaves separately. This refined analysis revealed that, under salt stress, old leaves of *pbs3* and Col-0 plants hosted distinct bacterial communities in comparison with the control condition (17.3% of variation; Fig. 6*D*). In contrast, bacterial communities in the young leaves of *pbs3* and Col-0 plants were more distinct under control conditions than under salt stress (13.6% of variation; Fig. 6*E*). Together, these results show that *pbs3* and Col-0 plants assemble distinct leaf age-dependent bacterial communities and that salt stress alters the community profiles in these two genotypes in a distinctive manner.

Salt stress altered the relative abundance of a broad range of bacterial operational taxonomic units (OTUs) belonging to different phylogenetic lineages rather than a specific taxonomic group in plant leaves and unplanted soil (Fig. 7*A*, *SI Appendix*, Figs. S5*B* and S6*A*, and Dataset S2). Shannon diversity analysis suggests that the different plant genotypes affected bacterial community profiles rather than overall bacterial richness (*SI Appendix*, Fig. S5*E*). Analysis at the level of OTUs revealed that *PBS3* affects relative abundances of a wide range of leaf-associated bacteria including Actinobacteria, Firmicutes, and Proteobacteria (Fig. 7*B* and *SI Appendix*, Fig. S6*B*). Similarly, the distinctive leaf age-dependent community shifts seen in *pbs3* plants influence a wide range of leaf-associated bacterial OTUs belonging to different phyla (Fig. 7*C* and *SI Appendix*, Fig. S6*C*). Thus, *PBS3*, salt stress, and leaf age broadly affected leaf-associated bacterial community assemblages. Together, these findings extend the physiological significance of variation in leaf age-dependent biotic and abiotic stress cross-talk to the leaf microbiota.

**Fig. 7.**
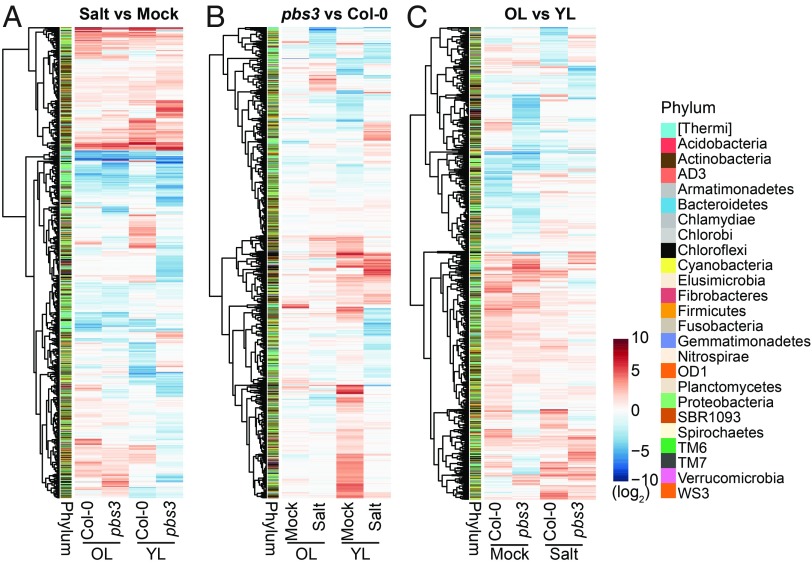
*PBS3*, salt stress, and leaf age determine relative bacterial abundances. (*A*) Heat map displaying log_2_ fold changes of relative abundances in bacterial OTUs under salt stress compared with mock in old leaves (OL) and young leaves (YL) of WT Col-0 and *pbs3* plants. (*B*) Heat map displaying log_2_ fold changes of relative abundance for bacterial OTUs in old and young leaves of *pbs3* compared with Col-0 plants under mock or salt conditions. (*C*) Heat map displaying log_2_ fold changes of relative abundance for bacterial OTUs in old leaves compared with young leaves of Col-0 and *pbs3* plants under mock or salt conditions. (*A*–*C*) Plants were grown in natural Cologne soil treated with water (Mock) or 75 mM NaCl (Salt) for 6 wk. The log_2_ fold changes were subjected to hierarchical clustering. The phylum to which each OTU belongs is indicated by the colored bar.

## Discussion

We have unveiled a genetically controlled mechanism by which *A. thaliana* plants balance trade-offs between conflicting biotic and abiotic stress responses by integrating these differently in young and old leaves. Moreover, we find that leaf age-dependent preference of stress responses balances trade-offs to increase plant growth and reproduction during combined stress. Thus, our findings define a plant strategy to maintain fitness in nature, where plants are often exposed to multiple stresses simultaneously (51), and demonstrate the physiological significance of stress-hormone cross-talk at the organismal level.

Young leaves serve as a better energy source compared with old leaves because cellular components such as the photosynthesis apparatus are more intact (52–55). The ODT explains why plants prioritize young leaves over old leaves for defense against insect herbivores by postulating that young leaves constitute a higher value for the whole plant, where value is correlated with the cost of having that tissue removed (22). Our study shows that young leaves exhibit higher biotic stress responses but lower abiotic stress responses compared with old leaves. Thus, our work suggests that young leaves are not simply protected from stresses because of their higher value in a manner similar to the ODT, but rather that plants actively balance the trade-off between biotic and abiotic stress responses through leaf age-dependent variation in stress hormone cross-talk. *pbs3* and *snac-a sept* plants, in which this balancing trade-off mechanism was absent, exhibit fitness penalties during combined biotic and abiotic stress conditions. In nature, actively maintaining fitness during combined stresses might be crucial for plant reproduction, and the balancing trade-off mechanism adds another dimension to our understanding of how plants cope with complex and fluctuating environments.

Our genetic analysis revealed that leaf age-dependent stress response prioritization during combined stress is controlled by *PBS3* and *NPR1*, components of SA signaling. However, SA biosynthesis via *SID2* in the isochorismate pathway was not required. Hence, this mechanism is distinct from plant age-dependent control of plant immunity as described during age-related resistance, which is fully dependent on *SID2* in *A. thaliana* (18). Another study reported that expression of *ENHANCED DISEASE SUSCEPTIBILITY5* (*EDS5*), required for SA accumulation, shows leaf age-dependency in *A. thaliana* (56). However, *EDS5* expression is higher in older compared with younger leaves. Therefore, this *EDS5* expression pattern does not explain why young leaves are protected from ABA-triggered immune suppression. Thus, the leaf age-dependent trade-off between biotic and abiotic stress responses during combined stress is regulated by a mechanism distinct from the previously described age-dependent variation in stress responses. Our findings also indicate that the function of SA is not limited to plant–microbe interactions, but has wider implications for plant fitness maintenance under combined stress. Consistent with this, *A. thaliana npr1* mutants exhibited reduced fitness in the field but not under controlled standard conditions (57).

Our data show that salt stress, leaf age, plant ABA biosynthesis, and *PBS3* influence the structure of leaf-associated bacterial communities. Factors determining microbiota structure and contributions of plant commensals to plant health and fitness are beginning to be defined (13). Our findings demonstrate that leaf age-dependent variation in biotic and abiotic stress cross-talk is not limited to interactions with microbial pathogens, but also influences associations with resident leaf commensals. In the context of the observed differential biotic and abiotic stress response prioritization in younger and older leaves, this raises the intriguing possibility that the corresponding distinctive leaf-resident bacterial communities are adapted to contribute preferentially to biotic and abiotic stress tolerance, respectively. Irrespective of this, our work identifies a leaf age-dependent genetic intersection among immunity, the leaf-associated bacterial microbiota, and abiotic stress tolerance, which might determine plant fitness in natural environments.

## Materials and Methods

Plants were grown in a chamber at 22 °C with 60% relative humidity and a 10-h light period for 4 wk before transfer to another chamber at 22 °C with 60% relative humidity and a 12-h light period before treatments. All *A. thaliana* plants used were in the Col-0 accession background. The details and procedures of plant materials and growth conditions, bacterial infection, *Hpa* infection, performance assay, quantitative PCR, RNA-seq, SA measurements, proline quantification, quantification of multiple phytohormones, bacterial 16S rRNA gene profiling, and statistical analysis, as well as the gene accession numbers used in this study, are provided in *SI Appendix*, *SI Materials and Methods*.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

# Supplementary material for: Balancing trade-offs between biotic and abiotic stress responses through leaf age-dependent variation in stress hormone cross-talk
**Source:** Proc Natl Acad Sci U S A. 2019 Jan 23;116(6):2364–73. doi: 10.1073/pnas.1817233116
**Supplement:** Supplementary File

# SI Appendix

## SI Materials and Methods

### Plant materials and growth conditions

Plants were grown in a chamber at 22°C with 60% relative humidity and a 10-h light period for four weeks before transfer to another chamber at 22°C with 60% relative humidity and a 12-h light period prior to treatments. All *A. thaliana* plants used were in the Col-0 accession background. The *aba2-12*, *ein2-1*, *sid2-2*, *pbs3-1*, *npr1-1*, *areb1 areb2 abf3 (areb)*, and *anac019 anac055 anac072/rd26 anac002/ataf1 anac081/ataf2 anac102 anac032 (snac-a sept)* mutants as well as the transgenic plant *35S::miR156a* were described previously (1-7). The MN47 accession was used for *A. lyrata* experiments (8). True rosette leaves L6 and L7 as old (OL), L9 and L10 as middle (ML), and L11 and L12 as young leaves (YL) for *A. thaliana* Col-0 and true rosette leaves L4-7 as old (OL) and L10-12 as young leaves (YL) for *A. lyrata* MN47 were used unless otherwise described.

### Bacterial infection

*Pto* DC3000 strains were grown overnight in 5 ml liquid NYGA medium containing rifampicin (40 µg/ml) at 28°C. Before adjusting the density, bacterial cells were washed two times with water followed by centrifugation at 6,000 rpm for 2 min and re-suspension in water. For bacterial growth assays, old and young leaves of four to five-week-old plants were infiltrated with *Pto* DC3000 *hrcC*<sup>-</sup> or *Pto* DC3000 *cor*<sup>-</sup> (OD<sub>600</sub> = 0.0002). To evaluate the effect of ABA pretreatment, bacterial infection was performed 24 h after ABA (Sigma A1049, 500 µM in 0.5% EtOH) or mock (0.5% EtOH) spray treatment. In experiments determining the impact of prior salt stress, bacterial infection was performed two days after 75 mM NaCl or 100 mM NaCl single soil drench treatment for *Pto* DC3000 *hrcC*<sup>-</sup> or *Pto* DC3000 *cor*<sup>-</sup> infection, respectively. For drought stress pretreatment, watering was reduced to 20 ml every three to four days at a plant age of 2.5 weeks. The frequency of watering was increased to every two days at a plant age of four weeks to prevent wilting. Bacterial growth was measured as described previously (9). Bacterial titer was assessed as the log<sub>10</sub> transformed colony forming units per cm<sup>2</sup> leaf area (cfu/cm<sup>2</sup>) and the data were fit to the following linear model:  $\text{cfu}_{\text{gyre}} = \text{GY}_{\text{gy}} + \text{R}_{\text{ex}}/\text{R}_{\text{biol}} + \text{e}_{\text{gyr}}$ , where GY, genotype:treatment interaction and random factors; R<sub>ex</sub>, experimental trial, R<sub>biol</sub> biological replicate; e, residual.

### Hpa infection

Spore preparation and spray infection of the *Hpa* isolate Noco2 (4 x 10<sup>4</sup> conidiospores/ml) were performed as described previously (10). For oomycete biomass quantification, four to five-week-old Col-0 and *pbs3* plants were spray-infected two days after water or 75 mM NaCl soil drench treatment. Plants were covered with a clear lid to increase the relative humidity to 100%. Leaf materials were collected eight days after infection,

frozen in liquid nitrogen, and stored at -80°C. Total genomic DNA was extracted and *Hpa* biomass was quantified by qPCR as described previously (11).

### Performance assay

To measure performance under single salt stress, seedlings were grown vertically for seven days on ½ MS plates supplemented with 1% sucrose (0.8% agar) at 22°C with a 10-h light period. Seedlings were then transferred to new ½ MS plates containing 1% sucrose as well as 100 mM NaCl, and grown at 22°C with a 10-h light period. Shoot fresh weight was measured ten days after transfer. For survival rate, two-week-old plants were soil-drenched with 300 mM NaCl for 14 d. Then, plants were recovered by soil drenching with water and survivors were counted seven days later. Survival rate was calculated as the percentage of survivors.

Combined *Hpa* and salt stress treatments were performed with 2.5-week-old plants. Two days prior to the infection with *Hpa*, plants were soil-drenched with 100 mM NaCl. Spore preparation and spray infection with *Hpa* isolate Noco2 ( $4 \times 10^4$  conidiospores/ml) were performed as described previously (10). Plants were kept with a clear cover to increase the relative humidity to 100%. Seven days after *Hpa* infection, plants were transferred to another chamber at 19°C with 90% relative humidity and a 16-h light period. After that, plants were soil-drenched with 50 mM NaCl, and shoot fresh weight was quantified seven days later.

Combined *Pto* DC3000 *cor*- and salt stress treatments were performed with four to five-week-old-plants. Plants were grown in pots that were covered with a mesh to enable infection via vacuum infiltration. Two days prior to bacterial infection, plants were transferred to a 16-h light period to induce flowering and soil-drenched with 50 mM NaCl. Vacuum infiltration ( $OD_{600} = 0.0002$ ) was performed as described previously (12). Twenty days later, the frequency of watering with water or NaCl was reduced to induce fruit maturation and the numbers of siliques per plant were counted ten days later.

Readout data were fitted to the following linear model:  $X_{gyre} = GY_{gy} + R_{ex}/R_{biol} + e_{gyr}$ , where  $GY_{gy}$ , genotype:treatment interaction and random factors;  $R_{ex}$ , experimental replicate,  $R_{biol}$  biological replicate;  $e$ , residual.

### Quantitative PCR

For gene expression, four to five-week-old plants were sprayed with ABA (Sigma A1049, 500 µM in 0.5% EtOH) or mock (0.5% EtOH) for 24 h or 48 h, or pre-sprayed with ABA (Sigma A1049, 500 µM in 0.5% EtOH) or mock (0.5% EtOH) for 24 h, followed by a spray with SA (500 µM) or water for 24 h. Total RNA was extracted with TriFast (peqlab, Erlangen, Germany) and cDNA was synthesized with superscript II (Life Technologies). For oomycete biomass quantification, the amount of oomycete DNA, estimated by primers against the conserved region *ITS5.8S* was normalized to the amount of plant DNA, estimated by primers against *ACTIN2*. Quantitative PCR was performed as described previously (13). The primers used in this study are presented in Dataset S3. The log<sub>2</sub>-transformed gene expression or biomass data were normalized to *ACTIN2* and fit to the following

model:  $Ct_{yre} = Y_y + R_r + e_{yr}$  or  $Ct_{gyre} = GY_{gy} + R_r + e_{gyr}$ , where GY, genotype:treatment interaction and random factors; R, biological replicate; e, residual.

### RNA-seq

Four to five-week-old Col-0 leaves were sprayed with ABA (Sigma A1049, 500  $\mu$ M, 0.5% EtOH) or mock (0.5% EtOH) for 48 h. Total RNA was extracted with the TRIzol reagent (Invitrogen). Extracted RNA was treated with DNase I (Roche) and purified using the RNeasy MinElute Cleanup Kit (Qiagen). Library preparation after PolyA enrichment was performed with NEBNext Ultra™ Directional RNA Library Prep Kit for Illumina (New England Biolabs). Construction of libraries and sequencing were done at the Max Planck-Genome-centre Cologne (<http://mpgc.mpi-pz.mpg.de/home/>). Briefly, libraries were sequenced using HiSeq v3 chemistry on a HiSeq2500 (Illumina) system. Strand-specific sequences were mapped to the *A. thaliana* genome (TAIR 10) using Tophat2 software with default settings. Mapped reads per library were counted using HTSeq software (14). Differentially expressed genes were determined using the edgeR and limma package (15). Only genes with ten read counts per sample on average were used for analysis. Data were normalized *via* trimmed mean of M-values (TMM) normalization (16) and normalized values were  $\log_2$ -transformed using the voom function (17). After fitting a linear model containing the parameters treatment, leaf age and replicate, differentially expressed genes were selected based on a  $\log_2$  fold change > 1 and q-value < 0.01. q-values were obtained by the qvalue R package (18). Uncentered correlation clustering was done in Cluster3.0 and visualized with Java TreeView (19). The RNA-seq data used in this study were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (accession no. GSE114645).

### SA measurements

Leaves of four to five-week-old plants were sprayed with ABA (Sigma A1049, 500  $\mu$ M in 0.5% EtOH) or mock (0.5% EtOH) and samples were harvested 48 h later. For flg22-triggered SA accumulation, leaves were infiltrated with 10  $\mu$ M flg22 and samples were harvested 9 h later. Samples were stored at -80°C before analysis. SA extraction and quantification were performed as described previously (20). The following model was fitted to metabolic data:  $X_{gyr} = GY_{gy} + R_r + e_{gyr}$ , where GY, genotype:treatment interaction and random factors; R, biological replicate; e, residual.

### Proline quantification

For quantification of salt stress-induced proline, four to five-week-old plants were soil-drenched with 100 mM NaCl, and leaves were harvested after five days of stress. Proline was extracted and quantified as described previously (21). The following model was fitted to metabolic data:  $X_{gyr} = GY_{gy} + R_r + e_{gyr}$ , where GY, genotype:treatment interaction and random factors, R, biological replicate; e, residual.

### Parallel quantification of multiple phytohormones

Multiple phytohormones were measured in the leaves of four to five-week-old plants 6 h, 12 h, 24 h, and 72 h after 100 mM NaCl soil drench treatment. Parallel quantification of stress-induced ABA, ACC, IAA, JA, OPDA, and SA levels was done as described previously (22). The following models were fitted to metabolic data:  $X_{gyr} = GY_{gy} + R_r + e_{gyr}$  (Fig. 4f),  $Ct_{gytr} = GYT_{gyt} + R_r + e_{ytr}$  (Supplementary Fig. 6), where GY, genotype:treatment interaction and random factors; GYT, genotype:treatment:time interaction and random factors, R, biological replicate; e, residual.

### **Bacterial 16S rRNA gene profiling**

Plants were grown in natural soil originating from Cologne and were watered from the start of the experiment with either water or salt solution (50 mM or 75 mM NaCl depending on the treatment) when necessary. Seeds of Col-0, *pbs3-1*, and *aba2-12* were surface-sterilized with NaClO and 0.1% Triton X100. Plants were placed in a greenhouse under short day conditions of an 8-h of light period. After one week, extra seedlings from both experiments were removed and only four plants per pot were left to continue growing. Leaves and unplanted soil samples were harvested after six weeks of growth. Leaf samples consisted of four to eight leaves (two leaves per plant) originating from two to four plants per pot. Leaves from the bottom part of the rosette were harvested as “old” and the youngest fully developed leaves were harvested as “young”. The unplanted soil sample was taken from the middle of the pot, approximately 2 cm below the soil surface. Both leaf and soil samples were frozen in liquid nitrogen directly after harvesting. All harvested samples were stored at -80°C until further processing. DNA for bacterial 16S rRNA gene profiling was prepared as described previously (23), with a few minor changes. DNA was extracted with the FastDNA Spin Kit for Soil (MP Biomedicals) following the manufacturer’s protocol with modifications: incubation from step 6 was omitted and in the final step the DNA was eluted with 50 µl of nuclease-free water (Qiagen). DNA concentration was measured with a Nanodrop™. The final elongation step of the PCR reaction was 10 min and the amplicon library contained 5 ng of DNA per sample. Quality-controlled reads were mapped as described before (24). Shannon index of α-diversity, Principal Coordinates Analysis (PCoA) with Bray-Curtis distances and enrichment analysis on the single OTU level were performed in R on the normalised OTU table with previously published R scripts (24). All the plots were made in R with the use of the ggplot2 package (25). The bacterial 16S profiling data was deposited in the European Nucleotide Archive (accession no. PRJEB26793).

### **Statistical analysis**

Statistical analysis was performed in R using mixed linear model function (lmer) from the package lme4 unless otherwise described. Standard errors were calculated from variance and covariance values after model fitting. The Benjamini-Hochberg method was applied for correction of multiple testing in figures showing all pairwise comparisons of the mean estimates.

### **Accession numbers**

The accession numbers for the genes discussed in this article are as follows: *AtACTIN2* (AT3G18780), *AtPR1* (AT2G14610), *AtRAB18* (AT5G66400), *AtMIR156A* (AT2G25095), *AtAREB1* (AT1G45249), *AtAREB2* (AT3G19290), *AtABF3* (AT4G34000), *AtEIN2* (AT5G03280), *AtNAC019* (AT1G52890), *AtNAC055* (AT3G15500), *AtNAC072* (AT4G27410), *AtNAC002* (AT1G01720), *AtNAC081* (AT5G08790), *AtNAC102* (AT5G63790), *AtNAC032* (AT1G77450), *AtSID2* (AT1G74710), *AtP5CS1* (AT2G39800), *AtABI5* (AT2G36270), *AtGRP4* (AT3G23830), *AtWRKY48* (AT3G01970), *AtSnRK2.8* (AT1G78290), *AtLUP1* (AT1G78970), *AtHASPIN* (AT1G09450), *AtMCM5* (AT2G07690), *AtMYB48* (AT3G46130), *AtNUDT7* (AT4G12720), *AtBGLU47* (AT4G21760), *AtGA3OX1* (AT1G15550), *AtNAC019* (AL1G61210), *AtACTIN2* (AL3G32160), *AtNAC032* (AL2G37650), *AtNAC072* (AL7G25380), *Hpa ITS-5.8S* (EU049263.1).

## SI References

1. Cao H, Glazebrook J, Clarke JD, Volko S, & Dong XN (1997) The Arabidopsis NPR1 gene that controls systemic acquired resistance encodes a novel protein containing ankyrin repeats. *Cell* 88(1):57-63.
2. Wu G & Poethig RS (2006) Temporal regulation of shoot development in Arabidopsis thaliana by miR156 and its target SPL3. *Development* 133(18):3539-3547.
3. Nobuta K, et al. (2007) The GH3 acyl adenylase family member PBS3 regulates salicylic acid-dependent defense responses in Arabidopsis. *Plant physiology* 144(2):1144-1156.
4. Takasaki H, et al. (2015) SNAC-As, stress-responsive NAC transcription factors, mediate ABA-inducible leaf senescence. *The Plant Journal* 84(6):1114-1123.
5. Yoshida T, et al. (2010) AREB1, AREB2, and ABF3 are master transcription factors that cooperatively regulate ABRE-dependent ABA signaling involved in drought stress tolerance and require ABA for full activation. *The Plant Journal* 61(4):672-685.
6. Adie BAT, et al. (2007) ABA Is an Essential Signal for Plant Resistance to Pathogens Affecting JA Biosynthesis and the Activation of Defenses in Arabidopsis. *The Plant Cell* 19(5):1665-1681.
7. Wildermuth MC, Dewdney J, Wu G, & Ausubel FM (2001) Isochorismate synthase is required to synthesize salicylic acid for plant defence. *Nature* 414(6863):562-565.
8. Hu TT, et al. (2011) The Arabidopsis lyrata genome sequence and the basis of rapid genome size change. *Nat Genet* 43(5):476-481.
9. Tsuda K, Sato M, Stoddard T, Glazebrook J, & Katagiri F (2009) Network Properties of Robust Immunity in Plants. *Plos Genetics* 5(12).
10. Feys BJ, et al. (2005) Arabidopsis SENESCENCE-ASSOCIATED GENE101 Stabilizes and Signals within an ENHANCED DISEASE SUSCEPTIBILITY1 Complex in Plant Innate Immunity. *The Plant Cell* 17(9):2601-2613.
11. Ruhe J, et al. (2016) Obligate Biotroph Pathogens of the Genus Albugo Are Better Adapted to Active Host Defense Compared to Niche Competitors. *Front Plant Sci* 7:820.
12. Katagiri F, Thilmony R, & He SY (2002) The Arabidopsis thaliana-pseudomonas syringae interaction. *The Arabidopsis book / American Society of Plant Biologists* 1:e0039.
13. Mine A, et al. (2017) An incoherent feed-forward loop mediates robustness and tunability in a plant immune network. *EMBO reports* 18(3):464-476.
14. Anders S, Pyl PT, & Huber W (2015) HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31(2):166-169.
15. Robinson MD, McCarthy DJ, & Smyth GK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26(1):139-140.
16. Robinson MD & Oshlack A (2010) A scaling normalization method for differential expression analysis of RNA-seq data. *Genome biology* 11(3):R25.
17. Ritchie ME, et al. (2015) limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic acids research* 43(7):e47.
18. JDSwcfAJ B, Dabney A, & Robinson D (2015) qvalue: Q-value estimation for false discovery rate control. *R package version 2.5.2*, <http://github.com/jdstorey/qvalue>.
19. Saldanha AJ (2004) Java Treeview-extensible visualization of microarray data. *Bioinformatics* 20(17):3246-3248.
20. Villajuana-Bonequi M, et al. (2014) Elevated salicylic acid levels conferred by increased expression of ISOCHORISMATE SYNTHASE 1 contribute to hyperaccumulation of SUMO1 conjugates in the Arabidopsis mutant early in short days 4. *The Plant journal : for cell and molecular biology* 79(2):206-219.
21. Pitzschke A, Fraundorfer A, Guggemos M, & Fuchs N (2015) Antioxidative responses during germination in quinoa grown in vitamin B-rich medium. *Food Science & Nutrition* 3(3):242-251.
22. Ziegler J, et al. (2014) Simultaneous analysis of apolar phytohormones and 1-aminocyclopropan-1-carboxylic acid by high performance liquid chromatography/electrospray negative ion tandem mass spectrometry via 9-fluorenylmethoxycarbonyl chloride derivatization. *J Chromatogr A* 1362:102-109.
23. Bai Y, et al. (2015) Functional overlap of the Arabidopsis leaf and root microbiota. *Nature* 528(7582):364-369.
24. Zgadzaj R, et al. (2016) Root nodule symbiosis in Lotus japonicus drives the establishment of distinctive rhizosphere, root, and nodule bacterial communities. *Proceedings of the National Academy of Sciences* 113(49):E7996-E8005.
25. Wickham H (2009) *ggplot2: Elegant Graphics for Data Analysis* (Springer-Verlag New York).

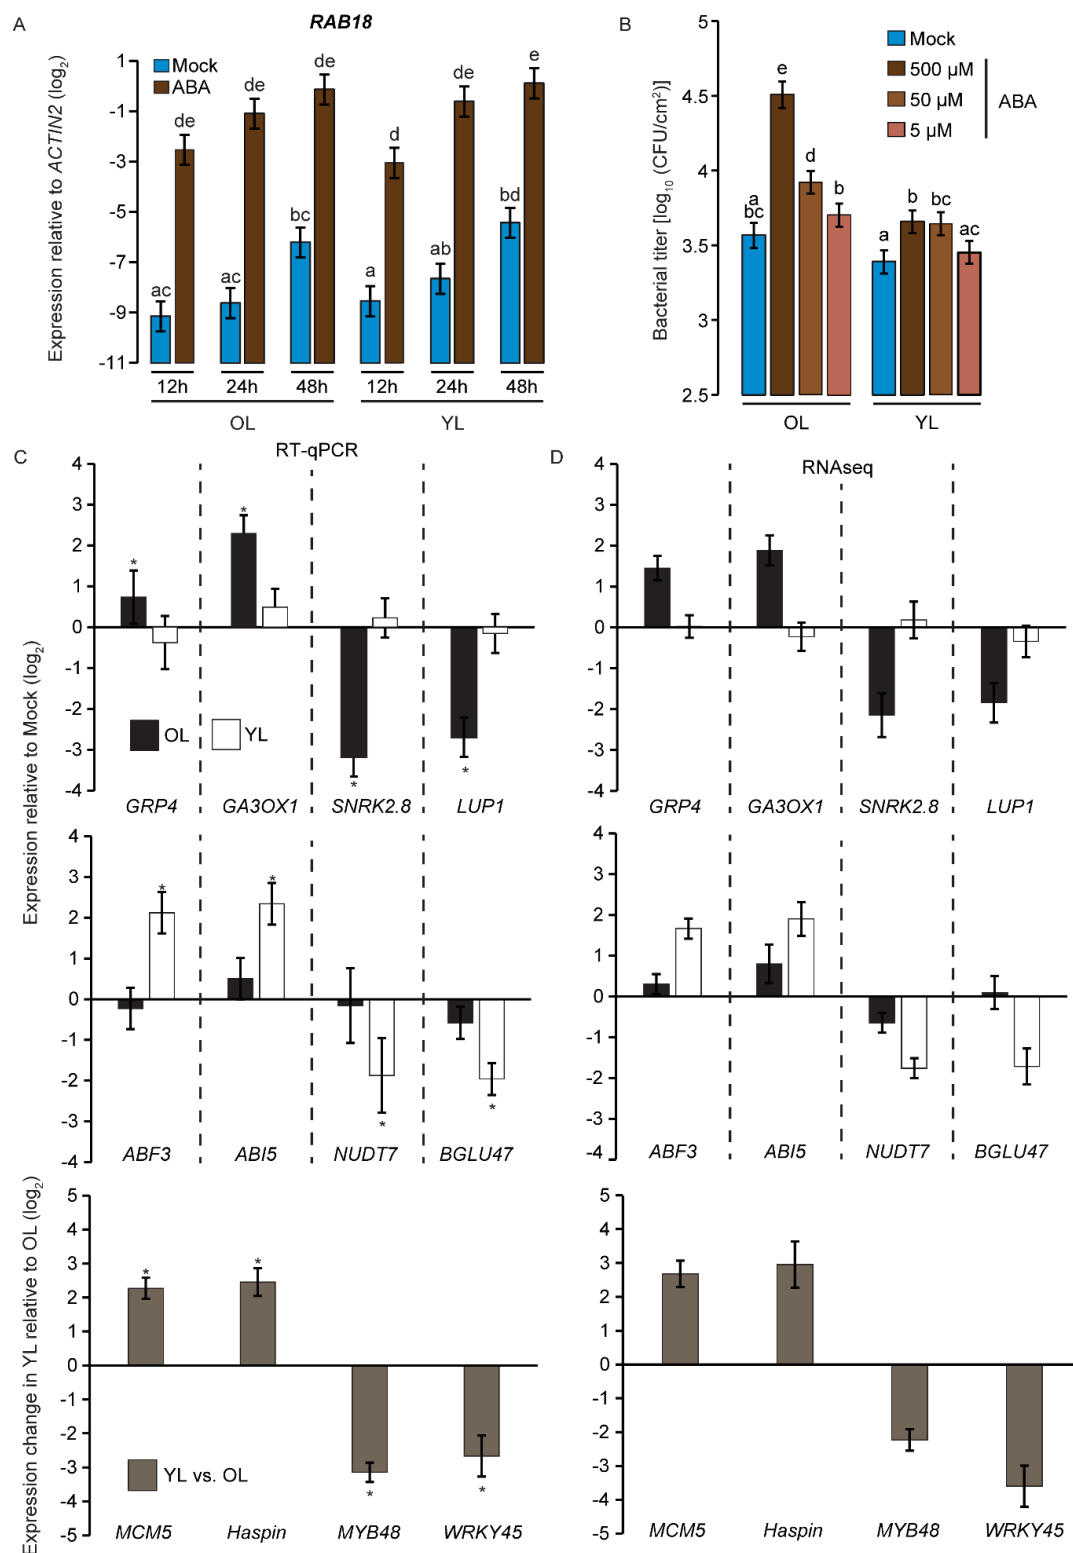

**Fig. S1.** ABA influences a subset of responses in a leaf age-dependent manner. (A) *RAB18* expression levels in OL and YL of Col-0 plants treated with 500  $\mu$ M ABA or mock at the indicated time points. Data represent means  $\pm$  SEM of at least three biological replicates using a mixed linear model. Different letters indicate significant differences (adjusted  $P < 0.05$ ). (B) Bacterial growth after ABA treatment. OL and YL of 4-5 week-old Col-0 plants were infiltrated with *Pto* DC3000 *hrcC* ( $OD_{600} = 0.0002$ ) 24 h after ABA (500, 50, or 5  $\mu$ M) spray or mock treatment. Bacterial growth was measured at 2 dpi. Data represent means  $\pm$  SEM of two independent experiments each with at least five biological replicates using a mixed linear model. Different letters indicate significant differences (adjusted  $P < 0.005$ ). (C and D) The expression changes in L7 and L12 of 4-5 week-old Col-0 plants 48 h after 500  $\mu$ M ABA spray compared to mock (top and middle panels) or the expression changes in L12 compared to L7 of 4-5 week-old Col-0 plants 48 h after mock treatment (bottom panels). Expression was measured by RT-qPCR (C) or represents data from the RNAseq (D). Data represent means  $\pm$  SEM of at least three biological replicates. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; two-tailed Student's *t*-tests.

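In L7, GRP4 (AT3G23830) had a log2 fold change to ABA of 1.38 (standard error 0.41, adjusted p = 0.0529 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), GA3OX1 (AT1G15550) of 1.78 (standard error 0.47, adjusted p = 0.0369) and LUP1 (AT1G78970) of -1.91 (standard error 0.44, adjusted p = 0.0218). In L12 these genes had log2 fold changes of 0.05 (GRP4), -0.29 (GA3OX1) and -0.24 (LUP1). The L12 responses of ABF3 (AT4G34000) and ABI5 (AT2G36270) were 1.65 (adjusted p = 0.0105) and 1.86 (adjusted p = 0.00814), and those of NUDT7 (AT4G12720) and BGLU47 (AT4G21760) were -1.93 (adjusted p = 0.0283) and -1.46 (adjusted p = 0.117). In L7, ABF3 had 0.22, ABI5 0.76, NUDT7 -0.64 and BGLU47 0.05 on the log2 scale. The adjusted p of the interaction of these 7 genes lay between 0.537 for GA3OX1 and 0.746 for BGLU47. Between mock-treated young and old leaves, 2728 genes were called, 1246 higher in L12 and 1482 lower. This balance stayed with limma with voom and Benjamini-Hochberg adjustment (1301 and 1653) and with RLE factors (1324 and 1455). It reversed with limma with voom and Storey q-values (2703 and 2240), with DESeq2 (2571 and 2122) and with upper quartile factors (1466 and 1195). It also reversed at an adjusted p below 0.05 (3050 and 2323) and with scaling by library size only (1049 and 601). The total was 9 without replicate 1 and 0 without replicate 3, and 1350 of the 2728 genes stayed called after the length and GC adjustment. MCM5 (AT2G07690) was higher in L12 by 2.69 on the log2 scale (standard error 0.37, adjusted p = 0.00157), HASPIN (AT1G09450) by 3.13 (adjusted p = 0.0058), MYB48 (AT3G46130) had -2.21 (adjusted p = 0.00655) and WRKY45 (AT3G01970, named WRKY48 in the paper's accession list) had -3.31 (standard error 0.95, adjusted p = 0.0208).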

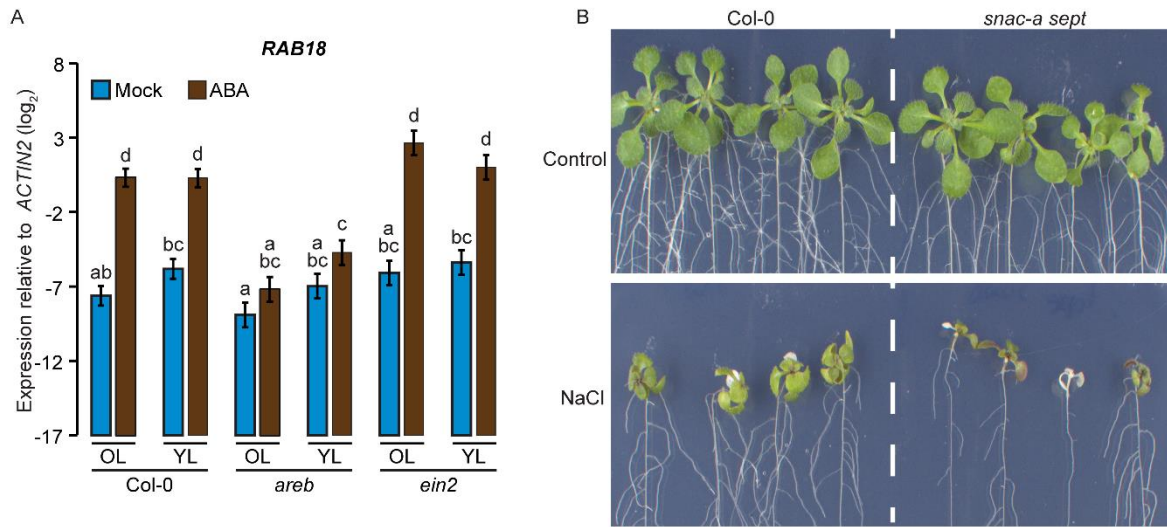

**Fig. S2.** The *snac-a septuple* mutant exhibits reduced tolerance to salt stress. (A) *RAB18* expression levels in OL and YL of 4-5 week-old Col-0, *areb*, and *ein2* plants 24 h after 500  $\mu$ M ABA spray or mock treatment. Data are means  $\pm$  SEM of at least three biological replicates using a mixed linear model. Different letters indicate significant differences (adjusted  $P < 0.05$ ) (B) Growth phenotype of Col-0 and *snac-a septuple* mutant (*snac-a sept*) seedlings 10 days after 100 mM NaCl or control treatment.

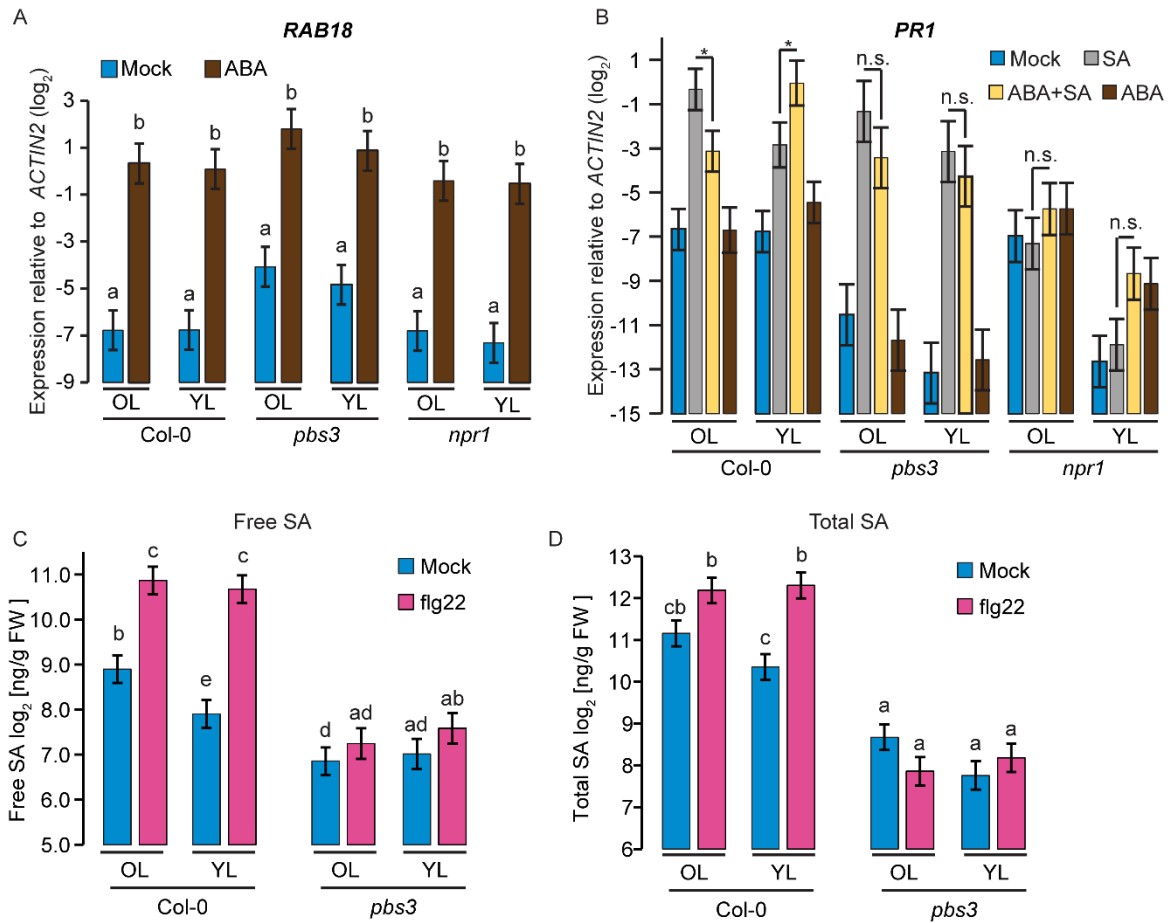

**Fig. S3.** Leaf age-dependent variation in different plant genotypes. (A and B) *RAB18* (A) and *PR1* (B) expression levels in OL and YL of 4-5 week-old Col-0, *pbs3*, and *npr1* plants 48 h after 500  $\mu$ M ABA spray or mock treatment (A) or 24 h after 500  $\mu$ M SA spray or mock treatment following 500  $\mu$ M ABA spray pretreatment or mock treatment for 24 h (B). Data are means  $\pm$  SEM of at least three biological replicates using a mixed linear model. (A) Different letters indicate significant differences (adjusted  $P < 0.05$ ). (B) \*,  $P < 0.05$ ; two-tailed Student's *t*-tests. n.s., not significant. (C and D) Free (C) and total SA (D) amounts in OL and YL of 4-5 week-old Col-0 and *pbs3* plants 9 h after treatment with 10  $\mu$ M flg22 or mock. Data represent means  $\pm$  SEM of at least three biological replicates using a mixed linear model. Different letters indicate significant differences (adjusted  $P < 0.05$ ).

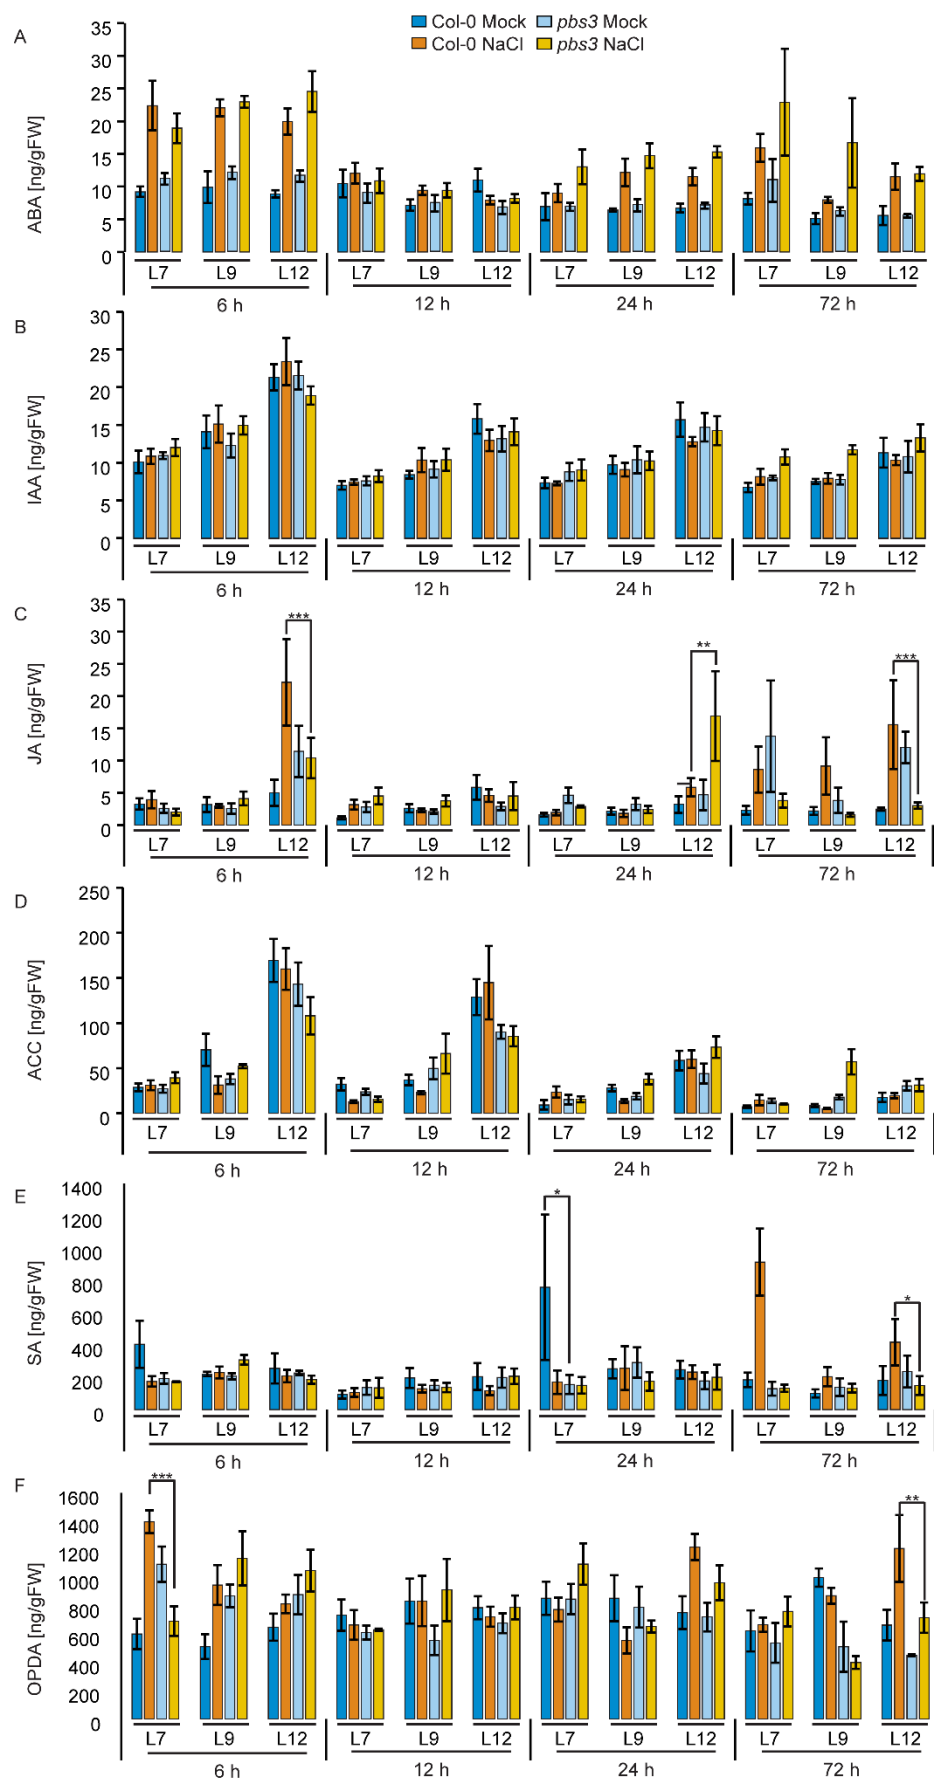

**Fig. S4.** Leaf-age specific accumulation of phytohormones. The amounts of ABA (A), IAA (B), JA (C), ACC (D), SA (E), and OPDA (F) in OL (L7), ML (L9), and YL (L12) of 4-5 week-old Col-0 and *pbs3* plants 6, 12, 24, and 72 h after 100 mM NaCl or mock soil drench treatment. Data represent means  $\pm$  SEM of at least three biological replicates. \*\*\*,  $P < 0.005$ ; \*\*,  $P < 0.01$ ; \*,  $P < 0.05$ ; two-tailed Student's t-test.

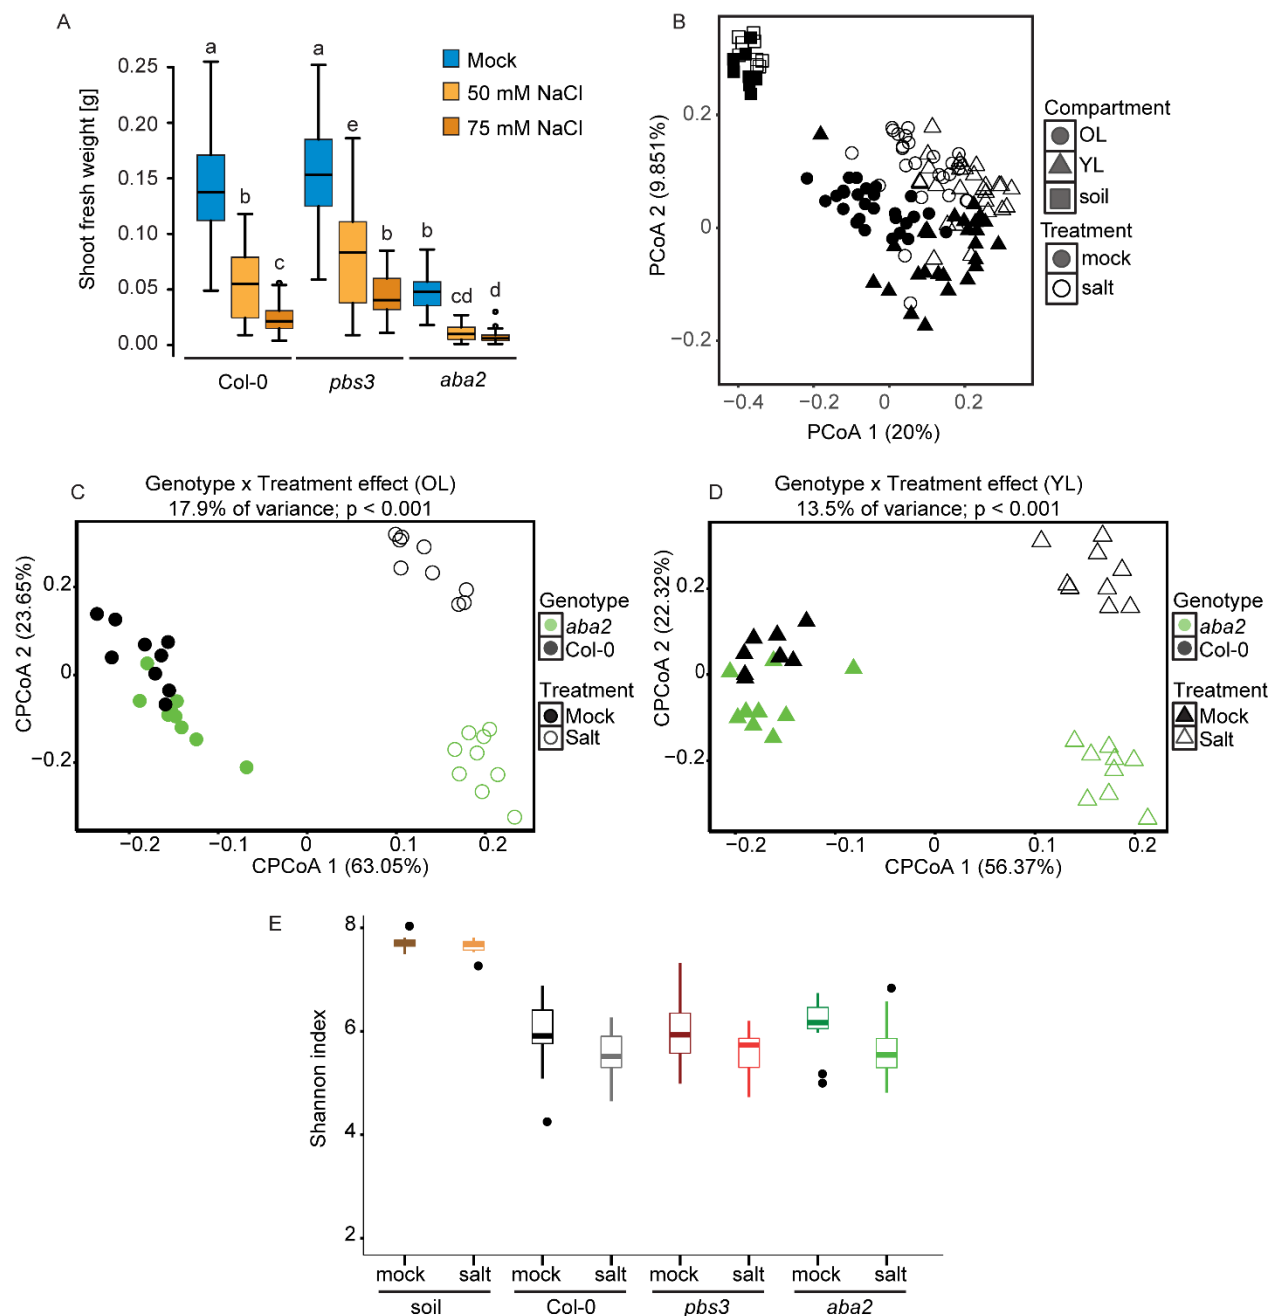

**Fig. S5.** Phytohormone signaling affects bacterial community composition. (A) Shoot fresh weight of *Col-0*, *pbs3*, and *aba2* plants grown in natural Cologne soil treated with 50 mM NaCl, 75 mM NaCl, or water (mock) for 6 weeks. The box plots show combined data from three independent experiments each with at least 10 biological replicates. Different letters indicate significant differences (adjusted  $P < 0.05$ ). (B to D) Plants were grown in natural Cologne soil treated with 75 mM NaCl or water (mock) for 6 weeks. (B) Canonical analysis of principle coordinates of Bray-Curtis distances of bacterial beta diversity based on bacterial 16S rRNA profiling of soil and leaf communities in *Col-0*, *pbs3*, and *aba2* plants. (C and D) Constrained PCoA plots of Bray-Curtis distances of bacterial beta diversity based on bacterial 16S rRNA profiling of leaf bacterial communities in wild type *Col-0* and *aba2* plants. Constrained analysis was performed for Genotype x Treatment effect in OL (C) or YL (D). (E) Comparison of the Shannon diversity index between soil and plant leaves. OL, old leaves and YL, young leaves.

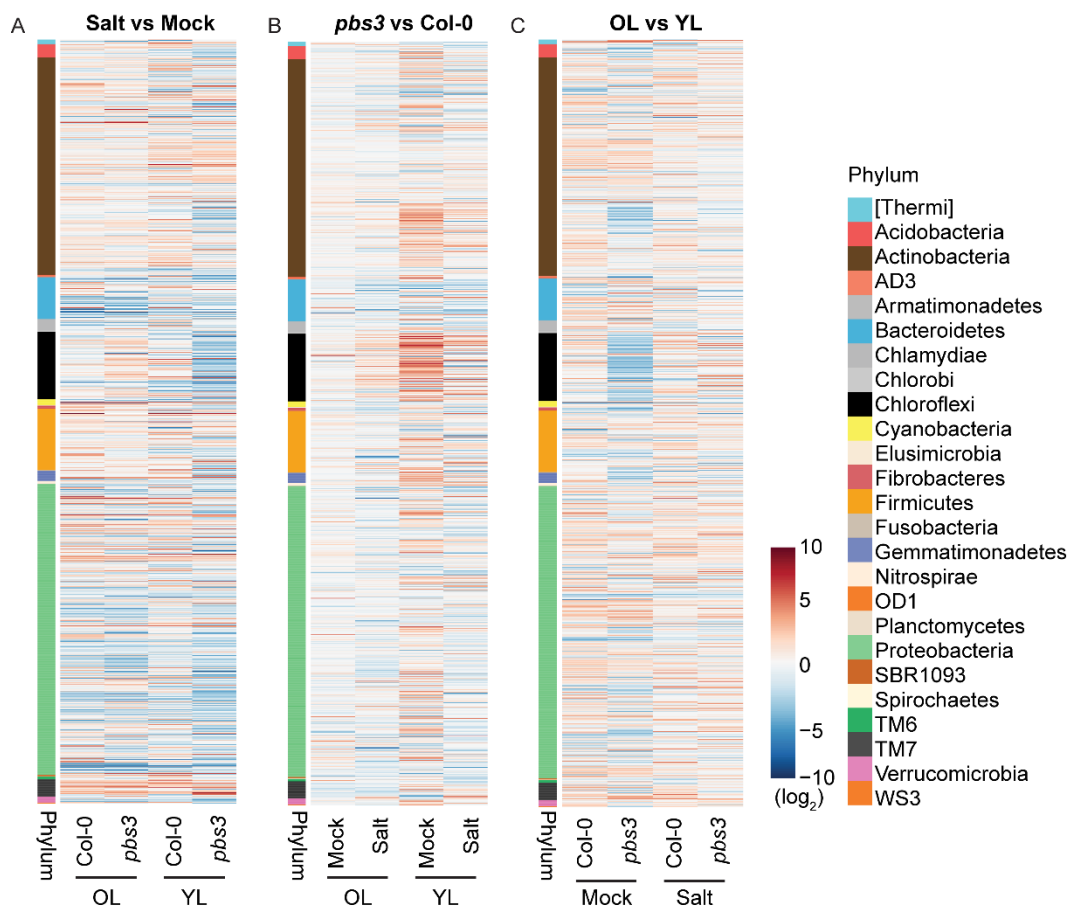

**Fig. S6.** *PBS3*, salt stress, and leaf age affect relative bacterial abundance. (A) Heatmap displaying log<sub>2</sub> fold changes of relative abundance for bacterial OTUs under salt stress compared to mock in OL and YL of wild type Col-0 and *pbs3* plants. (B) Heatmap displaying log<sub>2</sub> fold changes of relative abundance for bacterial OTUs in OL and YL of *pbs3* compared to Col-0 plants under mock or salt conditions. (C) Heatmap displaying log<sub>2</sub> fold changes of relative abundance for bacterial OTUs in OL compared to YL of Col-0 and *pbs3* plants under mock or salt conditions. (A to C) Plants were grown in natural Cologne soil treated with water (Mock) or 75 mM NaCl (Salt) for six weeks. OL, old leaves and YL, young leaves. The phylum that each OTU belongs to is indicated by the colored bar.

How the deposited data were processed for this re-analysis (not part of the article)

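Leaves L7 (old) and L12 (young) of Col-0 plants were sampled 48 h after a spray with 500 µM ABA or mock solution, both with 0.5% ethanol. There were 3 replicates of each of 4 groups. The authors made strand-specific libraries from polyadenylated RNA, mapped the reads to TAIR10 with TopHat2 at default settings and counted reads per gene with HTSeq. The versions, the counting mode and the strand option are not given in the sources used here. The values the authors deposited are whole-number counts per gene, without normalization, and 5 summary lines of HTSeq at the end of the table were left out. These summary lines held between 5.97% and 10.3% of all reads counted in a library. Genes whose reads map to several places, such as paralogs, are undercounted, since such reads were not counted.

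All 12 libraries were mapped to a group and a replicate number by their labels. The counts on genes lay between 11811137 and 21485394 per library (median 17877044). The table holds 32678 genes, of which 31912 matched the annotation of TAIR10.1, used for symbols, transcript lengths, GC content and functional notes. No library was a copy of another of its group, since the counts of any 2 libraries of a group differed with a chi-square per degree of freedom between 29.6 and 248.

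The tests were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a mean of at least 10 counts per sample were kept (18291), TMM factors were computed, and a generalized linear model with the 4 groups and the replicate number as a block was fitted to all libraries with edgeR's quasi-likelihood method. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 and a log2 fold change beyond 1. The comparisons were ABA against mock in old leaves, the same in young leaves, the difference between these responses, and young against old mock-treated leaves. Prior counts were 0.125 for log2 fold changes and 2 for log2 counts. The study used limma with voom and q-values from the same filter, normalization and model terms, and this was an alternative here, with q-values computed by Storey's method at lambda 0.5, as the qvalue package was not run.

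The block was used because the study's model includes the replicate and the experiment was repeated 3 times. In a check, the 18 same-numbered pairs of libraries from different groups had correlations of their deviations from the group means between -0.0234 and 0.65 (median 0.361, 16 over 0.1), and the 36 differently numbered pairs had a median of -0.217. Without the replicate block, 50 genes were called in old leaves and 139 in young leaves.

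The main test, the alternatives and the gene lists were fixed before the data were examined. Named genes are those the paper names by locus number, PR2, NPR1, the genes of the lists, and for each comparison the 3 genes with the largest increase and the 3 with the largest decrease among those called and changed in the same direction in all 3 replicates; values of PR1, PR2, PBS3, SNRK2.8, RAB18, ANAC032 and ANAC072 in Dataset S1 had been seen. Lists of SA and immunity genes (21 tested of 24), ABA response genes (19 of 20), SNAC-A genes (7 of 7), senescence genes (9 of 10) and MCM genes (6 of 6) were tested with camera at its preset correlation, and with fry and an estimated correlation as alternatives, with adjustment over 20 list and comparison pairs.

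The alternatives were DESeq2, limma with voom, no replicate block, other filters on low counts, other normalizations, only the compared groups, other thresholds, a larger prior count, a robust estimate of dispersion, and leaving out each replicate number and each library. An adjustment of each library for transcript length and GC content by a spline, fitted with the replicate block, was added after the data had been seen. The test was tested on simulated data, made from the means and library sizes of these libraries with 200 changed genes. For ABA in old leaves it recovered 0%, 59.5% and 86.5% of genes with log2 changes of 1, 2 and 3, among 18182, 18183 and 18179 genes. For the difference between the responses it recovered 0%, 0% and 73.5%, among 18202, 18178 and 18185 genes. A comparison of 3 with 3 libraries has 10 splits, so a count of splits cannot fall below a share of 0.1 and cannot decide on chance. Of these, 4 part all 3 same-numbered pairs, and among them the share cannot fall below 1 of 4.

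Dataset S1 was held in part: 1997 genes were used and 1006 further genes were not used here. It served for the values of single genes, the genes of cluster VI and a comparison of log2 fold changes, and no list test was made on it. The quantitative RT-PCR, SA and infection measurements of the study were not analysed here.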

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

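The tests of transcript length on these lists were chosen after their results were seen, and the lists and the interaction test were set beforehand.

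For 4 of the 5 gene lists, the ABA responses of young and old leaves differed by a test of the difference itself. By camera at its preset correlation, the adjusted p of the difference was 1.32e-06 for ABA response genes, 0.00019 for SNAC-A genes, 0.0176 for senescence genes and 0.0153 for MCM genes. The median difference of young minus old was 0.94 on the log2 scale for ABA response genes (higher in young leaves in 16 of 19), 1.60 for SNAC-A genes (7 of 7), 0.95 for senescence genes (6 of 9) and -0.85 for MCM genes (0 of 6). ANAC072 is in both of the first lists. The lists of ABA response and SNAC-A genes hold genes that the paper measured in leaves of these ages, so they are not independent of its claims. Under fry, the difference for ABA response genes had an adjusted p of 0.0499, and those for SNAC-A, senescence and MCM genes had 0.252, 0.388 and 0.326. With a correlation estimated from the data, the adjusted p was 0.0883, 0.339, 0.462 and 0.462 in the same order, so none of the 4 is past 0.05 by camera with an estimated correlation.

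A trend with transcript length is argued against for each list. After the length and GC adjustment with the replicate block, the adjusted p of camera was 2.86e-06 for ABA response genes, 0.000341 for SNAC-A genes, 0.0262 for senescence genes and 0.0111 for MCM genes. The adjustment moved the difference by a median of 0.04 on the log2 scale over all genes, against 0.39 for the comparison of mock-treated leaves. The difference between the responses carried no trend with length (Spearman's rho = -0.000238 across genes), and this is what argues against length. The camera values after the adjustment could therefore change little, and they are not separate evidence.

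Single replicates and libraries moved these results, and all that did are named with the other alternatives. Without replicate 3, the adjusted p of the difference was 0.106 for SNAC-A genes and 0.944 for senescence genes, and without mock-treated young leaves, replicate 2, it was 0.375 for MCM genes. The difference contains the mock-treated leaves of both ages, whose own difference had the opposite sign in each list: the median of young minus old was -1.27 for ABA response genes, -1.99 for SNAC-A genes, -2.34 for senescence genes and 3.03 for MCM genes in mock-treated leaves, and -0.38, -0.29, -0.35 and 2.32 in ABA-treated leaves. A different response to ABA in young leaves and a different level in mock-treated young leaves are the same values written in another way, and the design cannot separate them. Leaf age is the biological explanation that the design names, and it stays open with the variation between repeats of the experiment.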

How the results depend on the processing

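The length and GC adjustment was chosen after the data were seen. The cause of each change was not tested, except where fewer libraries or a different threshold gives fewer or more calls by construction.

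Of 2681 values recomputed under alternatives, 2257 kept their direction and their side of the threshold, 54 changed sign, 236 fell below the threshold, 59 rose above it and 75 counts or correlations moved. Of the 100 results, 23 changed in no alternative. For the 59 results of single genes other than PR1, PR2, SID2, PBS3 and SNRK2.8, 199 values fell below the threshold and 32 rose above it.

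The counts of called genes depended on the tool, the block and the replicates. With edgeR, 537 genes were called in old leaves, 831 in young leaves, 1072 in either and 2728 between mock-treated young and old leaves. DESeq2 called 1712, 2054, 2864 and 4693. Limma with voom and Storey q-values called 1092, 1643, 2139 and 4943. No replicate block left 50, 139, 153 and 99, and only the compared groups 33, 343, 356 and 874. An adjusted p below 0.05 gave 1773, 2167, 2997 and 5373, and glmTreat 88, 174, 217 and 122. With scaling by library size only, the mock-treated comparison had 1650 genes, and the up-regulated share rose from 31.8% to 56.5% in old leaves, from 32.3% to 55.8% in young leaves and from 45.7% to 63.6% between mock-treated leaves, with the median log2 fold change of all genes shifted to 0.49, 0.42 and 0.39.

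With libraries left out, the counts lay between 0 and 897 in old leaves, 0 and 2065 in young leaves, 0 and 2415 in either, and 0 and 2841 between mock-treated leaves. The 0 is edgeR's count without replicate 3, where 3793, 3152 and 8096 genes had an unadjusted p below 0.05 in old, in young and between mock-treated leaves. Other tools were not run without it. Without replicate 1, the counts were 38, 83, 99 and 9. In old leaves, the count was 300 without replicate 2, 251, 296 and 73 without mock-treated old leaves, replicates 1, 2 and 3, 98, 197 and 44 without ABA-treated old leaves, replicates 1, 2 and 3, and 897 without mock-treated young leaves, replicate 2. In young leaves it was 524 without mock-treated old leaves, replicate 3, 223, 2065 and 270 without mock-treated young leaves, replicates 1, 2 and 3, and 242, 264 and 219 without ABA-treated young leaves, replicates 1, 2 and 3. In either leaf it was 537 without mock-treated old leaves, replicate 3, 492, 2415 and 699 without mock-treated young leaves, replicates 1, 2 and 3, 645 and 713 without ABA-treated old leaves, replicates 1 and 3, and 470, 501 and 694 without ABA-treated young leaves, replicates 1, 2 and 3. Between mock-treated leaves it was 400 without replicate 2, 933, 1328 and 247 without mock-treated old leaves, replicates 1, 2 and 3, and 1457 and 754 without mock-treated young leaves, replicates 1 and 2.

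For the difference between the ABA responses, edgeR called 0 genes in all settings but 1: scaling by library size only gave 1 gene, LTP2. The genes at an unadjusted p below 0.05, 1358 with all libraries, lay between 251 with glmTreat and 2309 without mock-treated old leaves, replicate 2, and were 714 without replicate 3 of that group, 839 without ABA-treated young leaves, replicate 2, and 2166 without mock-treated young leaves, replicate 2. DESeq2 called 35. Limma with voom, with either adjustment, called 0 (1496 at an unadjusted p below 0.05). Simulated differences of 2 on the log2 scale were called in 0% of the changed genes among 18178 genes. Those of 3 were called in 73.5% among 18185. A count of 0 therefore leaves differences of 2 and below undecided, and it does not exclude larger ones in single genes. With all libraries, edgeR did not call PR1, with a difference of 3.42 (standard error 1.14). DESeq2 called LTP2 with a difference of 3.18.

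The correlation, 0.745, moved to 0.501 with no low-count filter, to 0.715 after the length and GC adjustment and to 0.847 among called genes. With libraries left out it lay between 0.600 and 0.764, with 0.615 without replicate 2, 0.683 without replicate 3, 0.600 without mock-treated old leaves, replicate 2, 0.712 and 0.704 without mock-treated young leaves, replicates 1 and 3, 0.681 without ABA-treated old leaves, replicate 2, and 0.699 without ABA-treated young leaves, replicate 3.

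PR1, PR2 and SNRK2.8 in old leaves passed the threshold in DESeq2 (-2.57, -1.62 and -2.19) and in limma with voom and Storey q-values (-3.53, -1.66 and -2.18), and PBS3 after the length and GC adjustment (-1.41). Their adjusted p over the alternatives with all libraries lay between 0.00462 and 0.166 for PR1, 0.00111 and 0.0841 for PR2, 0.00759 and 0.248 for PBS3 and 0.00228 and 0.148 for SNRK2.8. In young leaves, where none was called, the sign changed for PBS3 (-0.03) in limma with voom with either adjustment (0.0039), no replicate block (0.0408), upper quartile factors (0.0059), library size only (0.36) and only the compared groups (0.0374), and for SID2 (-0.28) with library size only (0.0837). With libraries left out, the young-leaf values lay between -0.20 and 0.77 for PR2, -0.61 and 0.0379 for SID2, -0.16 and 0.23 for PBS3 and -0.15 and 0.62 for SNRK2.8. The libraries that changed the sign were replicate 1 or ABA-treated young leaves, replicate 1 (PR2, -0.08), replicate 3 (SID2), replicate 2, mock-treated young leaves, replicate 2 (0.23), or ABA-treated young leaves, replicate 1 (PBS3, 0.07), and replicate 3, mock-treated young leaves, replicate 3, or ABA-treated young leaves, replicate 2 (SNRK2.8, -0.05, -0.15 and -0.06).

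For other genes, the sign changed with library size only for GA3OX1 (0.0685) and LUP1 (0.16) in young leaves, and for ABF3 in old leaves after the length and GC adjustment (-0.0586). With libraries left out, values lay between -0.25 and 0.30 for GRP4 and -0.62 and 0.12 for LUP1 in young leaves, and in old leaves between -0.20 and 0.54 for ABF3, -0.20 and 0.27 for BGLU47, -1.08 and 0.94 for ANAC019, -0.57 and 0.67 for ANAC032 and -0.62 and 0.78 for ANAC072. All 3 ANAC genes changed sign without replicate 2 and without the mock-treated or the ABA-treated old leaves of replicate 2, and ANAC019 also without mock-treated young leaves, replicate 2 (-0.05).

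In the list tests, the adjusted p with an estimated correlation was 0.334 for SA and immunity genes in old leaves (0.00161 with the preset correlation) and 0.432 in young leaves (0.0145). For ABA response genes it was 0.0883 in old leaves, 0.0537 in young leaves, 0.0883 for the difference and 0.246 between mock-treated leaves. For SNAC-A genes it was 0.339 for the difference and 0.501 between mock-treated leaves, for senescence genes 0.462 and 0.432, and for MCM genes 0.462 and 0.246. Under fry it was 0.054 for SA and immunity genes in young leaves, for SNAC-A genes 0.252 (difference) and 0.102 (mock-treated), for senescence genes 0.388 (difference) and for MCM genes 0.326 (difference). The senescence difference had 0.0564 with camera on limma voom and 0.118 with no low-count filter. In young leaves, SNAC-A genes (0.0667) passed with no replicate block (0.0229) and after the length and GC adjustment (0.0462), senescence genes (0.0667) with no replicate block (0.0129), and MCM genes (0.472) after the length and GC adjustment (0.0441). Senescence genes in old leaves changed sign with library size only (0.941). SNAC-A genes in old leaves had a median of 0.01, a mean of -0.39 and a negative test.

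With libraries left out, the adjusted p of SA and immunity genes lay between 0.00197 and 0.052 in young leaves (0.052 without mock-treated young leaves, replicate 3), 0.0741 and 0.977 for the difference and 0.388 and 0.971 between mock-treated leaves. The difference changed direction without mock-treated young leaves, replicate 2 (0.977), and ABA-treated old leaves, replicate 3 (0.503), and the mock-treated comparison without replicate 3 (0.971) and mock-treated young leaves, replicate 3 (0.788).

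SNAC-A genes in old leaves lay between 0.000434 and 0.989, past 0.05 without replicate 2 (0.000434) and ABA-treated old leaves, replicate 2 (0.00497), and the direction changed without replicate 1 (0.839) and replicate 3 (0.971). In young leaves they lay between 0.00415 and 0.393, past 0.05 without replicate 1 (0.00415), mock-treated old leaves, replicate 2 (0.0383), mock-treated young leaves, replicate 1 (0.00893), ABA-treated old leaves, replicates 1 and 2 (0.0486 and 0.0101), and ABA-treated young leaves, replicate 1 (0.035). Their difference lay between 5.5e-13 and 0.106, above 0.05 without replicate 3 alone, and the mock-treated comparison between 1.39e-05 and 0.0773, above 0.05 without replicate 3 (0.0773), mock-treated old leaves, replicate 1 (0.0663), and mock-treated young leaves, replicate 3 (0.052).

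Senescence genes in old leaves lay between 0.0936 and 0.709 and changed direction without replicate 2 (0.0936) and its mock-treated (0.384) or ABA-treated (0.321) old leaves. In young leaves they lay between 0.00764 and 0.281, past 0.05 without replicate 1 (0.00764), replicate 2 (0.0449), mock-treated old leaves, replicates 2 and 3 (0.0184 and 0.0391), mock-treated young leaves, replicate 1 (0.023), and ABA-treated young leaves, replicates 1 and 2 (0.0234 and 0.0289). Their difference lay between 8.68e-07 and 0.944, above 0.05 without replicate 3 (0.944, direction changed), mock-treated old leaves, replicate 1 (0.0663), mock-treated young leaves, replicate 3 (0.0869), ABA-treated old leaves, replicates 1 and 3 (0.0722 and 0.269), and ABA-treated young leaves, replicate 3 (0.304).

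MCM genes in young leaves lay between 0.0164 and 0.927, past 0.05 without replicate 3 (0.0164), and changed direction without replicate 2 (0.864) and mock-treated young leaves, replicate 2 (0.927). Their difference lay between 0.000182 and 0.375, above 0.05 without replicates 1 (0.0699) and 2 (0.13), mock-treated old leaves, replicate 2 (0.0579), mock-treated young leaves, replicate 2 (0.375), ABA-treated old leaves, replicates 1 and 3 (0.0836 and 0.05), and ABA-treated young leaves, replicates 1 and 2 (0.059 and 0.0508).

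Among splits of the same libraries into 3 and 3, 1 of 10, the real one, gave as many calls in old leaves, in young leaves and between mock-treated leaves. The real split called 537, 831 and 2728 genes in these comparisons, and every other split called 0. At an unadjusted p below 0.05, the real splits had 5244, 6257 and 9482 genes in the same order. The other splits had up to 1831, 5403 and 3013, each of these in a split that does not part all 3 same-numbered pairs. For the difference between the responses, 10 of 10 splits of the pairs gave 0 genes. The real split called 0 too, so every split must give at least as many, and this count tests nothing. At an unadjusted p below 0.05, the real split had 1358 genes and the other splits between 8 and 656. Of the 4 splits that part all 3 same-numbered pairs, which the replicate block makes the fair comparison, 1 gave as many calls in each of the first 3 comparisons. The remaining splits put 2 libraries of the same replicate number on one side. These splits cannot decide on chance. The share cannot fall below 0.1 over all 10 splits, and among the 4 that part the pairs it cannot fall below 1 of 4.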

Differences from the paper's values

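No test in this part was chosen after the result was seen, except the length and GC adjustment.

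The paper gives 1291 up-regulated genes in L7 or L12, where edgeR called 377, and 1712 down-regulated genes, where edgeR called 695. Of the alternatives set before the data were examined, DESeq2 (1228 and 1637 genes) and edgeR with an adjusted p below 0.05 (1251 and 1747) came within 1.5 times of both of the paper's counts. Limma with voom and Storey q-values at a fixed lambda of 0.5 gave 794 and 1345, within 1.5 times for the down-regulated genes and not for the up-regulated genes. The paper names the qvalue package, which was not run, so how far its q-values differ from these is open. Without mock-treated young leaves, replicate 2, the up-regulated count was 1296 and the down-regulated count 1119, so that the first is within 1.5 times and the second is not. Neither count came within 1.5 times with limma and voom with Benjamini-Hochberg adjustment (440 and 828), no replicate block (72 and 81), no low-count filter (462 and 774), filterByExpr (377 and 694), RLE factors (402 and 626), upper quartile factors (411 and 646), library size only (453 and 319), only the compared groups (116 and 240), no fold change limit (382 and 698), glmTreat (65 and 152), a prior count of 2 (377 and 695) or robust dispersion (374 and 691), or in the other settings that leave out libraries. Dataset S1 lists 3003 genes, the sum of the paper's counts.

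For PBS3 in young leaves, the paper's log2 fold change in Dataset S1 is 0.0187 and edgeR's is -0.0297, which differ in sign and by less than the SD of 0.334 between the 3 replicate differences. The sign is that of the paper in limma with voom (0.0039), with either adjustment, no replicate block (0.04), upper quartile factors (0.0059) and only the compared groups (0.04), and without replicate 2, without mock-treated young leaves, replicate 2, and without ABA-treated young leaves, replicate 1. It is not in DESeq2, no low-count filter, filterByExpr, RLE factors, a prior count of 2, robust dispersion and the other settings that leave out libraries, and with library size only (0.36) the value has the paper's sign and lies farther from it than the SD. Over the 1997 genes of Dataset S1 that were used, the log2 fold changes of limma with voom differed from the paper's by at most 0.0411, with a median of 0.0253, and those of edgeR by at most 3.40, with a median of 0.0402.

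The paper lists PR1, PR2, PBS3 and SNRK2.8 among its regulated genes in Dataset S1, and edgeR called none of them in old leaves at an adjusted p below 0.01. DESeq2 and limma with voom and Storey q-values called PR1, PR2 and SNRK2.8 but not PBS3, and at an adjusted p below 0.05 edgeR called PR2 (0.0265), PBS3 (0.0387) and SNRK2.8 (0.0228) but not PR1 (0.0671). PBS3 was called after the length and GC adjustment (0.00759), chosen after the values were seen, under which PR1, PR2 (0.0223) and SNRK2.8 (0.0232) were not called, so it gives 1 of these 4 genes.

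The paper states that cluster VI, the genes suppressed by ABA specifically in old leaves, is enriched for responses to other organisms, and from PR1 and PR2 in this cluster it proposes the same of SA signaling components. Of 21 SA and immunity genes, 14 fell in old leaves and 16 fell in young leaves, with medians of -0.78 and -0.60 on the log2 scale, and the difference had an adjusted p of 0.498 (camera), with a median of -0.06, a mean of 0.12 and a positive test. CBP60G was called down-regulated in both leaves (-2.45 and -2.72), and PR5 fell by 1.79 in old leaves and by 1.47 in young leaves. Other values go with the paper's statement. PR1, PR2 and PBS3 fell in old leaves in 3 of 3 replicates and had log2 fold changes of 0.77, 0.34 and -0.03 in young leaves, and SNRK2.8 had -2.16 and 0.17. Of the SA and immunity genes, 3 were called in old leaves and 1 in young leaves. The 91 genes of cluster VI, which the paper chose from these libraries, had medians of -1.68 and -0.22. Of these genes, 18 were called in old leaves and 0 in young leaves by edgeR, and 53 and 0 by limma with voom and Storey q-values. Among the 46 cluster VI genes with a functional note, 5 were noted for responses to other organisms, against 268 of the 11583 tested genes with a note. Enrichment of the cluster was not tested, as Dataset S1 was held in part.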

Other observations

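The tests of the share of the 10 most abundant genes and of the genes that stay called after the adjustment were chosen after the result was seen, as was the length and GC adjustment.

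Libraries of the same group lay apart along the first principal component. With the component computed anew after each adjustment, its variance within groups fell by 11.6% for GC content. This argues against GC content as the whole cause. It fell by 49.6% for transcript length and by 52.1% for length and GC content together. These values lie on either side of the limit of 50% set for most of it. They do not decide whether length is the main cause. The mean variance per gene within groups fell by 23.3% with length and GC content together. Within groups, the component followed the share of counts of the 10 most abundant genes (Pearson's r = -0.904, Spearman's rho = -0.86). With the replicate number taken out too, since libraries of the same number are not independent, r was -0.798 (95% interval by Fisher's z from -0.969 to -0.112), so a few genes taking much of the counts stays open as a cause. Leaving out the 10 most abundant genes and computing the component anew removed 0.0684% of its variance within groups. This cannot decide it, as 10 of 18291 genes carry little weight in the component whatever share of the counts they take. Whether this share is a cause or a result of the spread was not otherwise tested. Library size is undecided: within groups, its correlation with the component was 0.114 (Spearman's rho = 0.049), and 0.188 with the replicate number taken out too (95% interval by Fisher's z from -0.658 to 0.824), which is too wide with 12 libraries. Differences between repeats of the experiment go with part of the spread along the component. Replicate 3 had the lowest score in every group. Its scores were -152 in mock-treated old, -55.1 in mock-treated young, -81.8 in ABA-treated old and 62.6 in ABA-treated young leaves. What differed between the repeats was not tested.

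The trend of the component with transcript length was not one of a few functions with short or long genes. Within the 20 largest annotated functions, Spearman's rho of gene weights with length had a median of 0.583, from 0.27 to 0.794, and was positive in 20 of 20, against 0.633 over all genes.

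Between mock-treated young and old leaves, log2 fold changes rose with transcript length (Spearman's rho = 0.535 across genes). After the length and GC adjustment with the replicate block, 49.5% of the 2728 called genes were still called, which is 1350 genes, and 546 others were added, so 1378 calls were lost. The loss of most calls is what a length bias predicts, by a margin of less than 1 percentage point, and for the 1378 genes a bias of length may be the cause. For the 1350 genes that stayed called it is argued against. Leaf age itself stays open for both, as young leaves could differ from old ones in long transcripts, which was not tested. In the ABA comparisons, 89.8% of the genes called in old leaves and 87.2% of those called in young leaves stayed called, and 264 and 223 others were added. The log2 fold changes to ABA also rose with transcript length (Spearman's rho = 0.386 in old leaves and 0.365 in young leaves, across genes), and the up-regulated share of the calls moved from 31.8% to 45.8% in old leaves and from 32.3% to 42.3% in young leaves, so the balance of up- and down-regulated genes depends on this adjustment.

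In the RNA-seq libraries, ANAC019, ANAC032 and ANAC072 had log2 fold changes to ABA of 0.15, 0.16 and 0.24 in old leaves and of 2.23, 1.78 and 1.84 in young leaves, with adjusted p values of the difference of 0.67, 0.581 and 0.598. In ABA-treated leaves the log2 difference of young minus old was -0.26 for ANAC019 (standard error 0.65), -0.44 for ANAC032 (standard error 0.40) and -0.38 for ANAC072 (standard error 0.43), with adjusted p values of 0.77, 0.397 and 0.494. RAB18 (AT5G66400) had log2 fold changes of 3.36 in old leaves (adjusted p = 0.000863) and 4.68 in young leaves (adjusted p = 0.000214), and a difference of 1.32 (adjusted p = 0.566). The paper measured these genes by quantitative RT-PCR in other samples, which were not analysed here. For the ANAC genes, those samples were taken sooner after ABA than the 48 h of these libraries. There the paper reports more of these ANAC transcripts in ABA-treated old leaves than in young ones. The unlike times leave open whether the larger responses of young leaves seen here run against that.

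In Dataset S3 as held here, the primer pair listed for ACTIN2 matches chromosome 2 of TAIR10.1 from 6242124 to 6242252, in the exon of PR1, and the pair listed for PR1 matches chromosome 3 from 6476630 to 6476864, in exons of ACTIN2. Each of these 4 primers has 1 match in the genome. The table does not show which pair was used for which gene.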
